# ER Stress Ire1‐Xbp1s Pathway Maintains Youthful Epidermal Basal Layer Through the Regulation of Cell Proliferation

**DOI:** 10.1111/acel.70258

**Published:** 2025-10-12

**Authors:** Daniel Semmy, Kota Abe, Mizuki Honda, Hiroko Omori, Shohei Ogamino, Tobias Clausen Mercurio, Kyosuke Asakawa, Emi K. Nishimura, Shinya Oki, Yasuyuki Ohkawa, Tohru Ishitani

**Keywords:** cell proliferation, endoplasmic reticulum stress, Ire1 protein, skin aging, unfolded protein response

## Abstract

The endoplasmic reticulum (ER) stress‐response is an adaptive cellular mechanism activated by an accumulation of unfolded proteins within the ER. Although recent evidence shows that the ER stress‐response is activated in aged tissues, and therefore ER stress is considered a candidate driver of aging, the spatiotemporal regulation and roles of the ER stress‐response during aging remain unclear. To address this research gap, we introduced an Ire1‐Xbp1s ER stress‐response pathway‐sensitive reporter into the ultra‐short‐lived vertebrate *Nothobranchius furzeri* that allows for the analysis of its aging processes within a short period of time. Using this reporter in *N. furzeri* , we confirmed the previously reported age‐dependent activation of ER stress in various tissues and identified an unexpected role of the Ire1‐Xbp1s ER stress‐response pathway in regulating epidermal tissue homeostasis and aging. The Ire1‐Xbp1s ER stress‐response pathway is active in the young epidermal basal layer but declines with aging. Photo‐isolation chemistry‐based spatial transcriptomics and functional assays revealed that the Ire1‐Xbp1s pathway maintains young epidermal cell proliferation by activating the cell cycle regulator Vcp, whereas the age‐dependent decline in glucose metabolism reduces Ire1‐Xbp1s activity, consequently downregulating cell proliferation. Collectively, our study elucidates a previously unidentified role of the ER stress‐response in skin aging, which can offer insights into therapeutic targets for promoting healthy skin.

## 1 Introduction

In several multicellular organisms, stem cells maintain tissue integrity through proliferation (Brunet et al. 2023). Specifically, in the skin, a stratified epithelium that protects organisms from insults and infections, stem cells in the basal layer of the epidermis can self‐renew and play essential roles in constant cell turnover and wound repair (Simpson et al. 2011). During aging, epidermal stem cells undergo exhaustion and lose their proliferative capacity, which leads to a decline in their ability to maintain tissue homeostasis and repair damaged tissues (Goodell and Rando 2015; Liu et al. 2019; Inomata et al. 2009). Although the mechanisms controlling epidermal stem cell activity and skin aging have been extensively studied, it is not well understood how intrinsic cellular signaling changes affect cell proliferation during aging.

In addition to stem cell exhaustion, the loss of proteostasis is a hallmark of tissue aging (López‐Otín et al. 2013). Proteostasis refers to the system that maintains protein homeostasis within cells by overseeing protein synthesis, ensuring protein quality control, and employing adaptive mechanisms to mitigate the accumulation of unfolded and misfolded proteins, thereby preventing abnormal protein aggregation and supporting tissue homeostasis (Hipp et al. 2019). The ubiquitin‐proteasome and lysosome‐autophagy systems are major players in proteostasis maintenance, eliminating unfolded proteins from cells through proteolysis, and the activities of both systems decrease with aging (Kaushik and Cuervo 2015). In addition to cytosolic proteostasis, the endoplasmic reticulum (ER) stress‐response system also contributes to proteostasis in organelles. ER plays a central role in the synthesis and correct folding of approximately one‐third of the cellular proteome (Braakman and Bulleid 2011). Under conditions such as hypoxia, nutrient deprivation, increased protein oxidation, or disruptions in secretory pathways, the ER may excessively accumulate misfolded proteins, leading to a condition known as ER stress (Walter and Ron 2011). ER stress activates three canonical pathways to prevent misfolded protein accumulation: inositol‐requiring enzyme 1 (Ire1)–X‐box binding protein‐1 (Xbp1), PKR‐like ER kinase (Perk)–activating transcription factor 4 (Atf4), and activating transcription factor 6 (Atf6) pathways (Hetz 2012). In the Ire1–Xbp1s pathway, ER stress stimulates the dimerization and subsequent trans‐autophosphorylation of Ire1 and thereby facilitates RNase activity of Ire1. Activated Ire1 splices a 26‐nucleotide intron from Xbp1 mRNA to produce the transcription factor Xbp1s (spliced Xbp1). Xbp1s stimulates the expression of a cluster of genes related to protein folding and quality control mechanisms (Hetz 2012).

Previous studies in model organisms have revealed alterations in ER stress‐response activity during aging (Martínez et al. 2017). In *C. elegans* , the ability to respond to pharmacological inducers of ER stress is lost with age (Ben‐Zvi et al. 2009), whereas in the *Drosophila* intestine, the Ire1‐Xbp1s pathway is activated during aging, which induces abnormal proliferation of aged intestinal cells (Wang et al. 2015). Several studies in mice have shown that the ER stress‐response is activated during aging (Martínez et al. 2017). Increased levels of Atf4 and Xbp1s were found in aged mouse osteocytes compared to young adults (Chalil et al. 2015). Similarly, adipose stromal cells in aged mice show elevated levels of Atf6 and phosphorylated Ire1 (Ghosh et al. 2015). These results suggest that ER stress and its response pathways are dysregulated with age and are associated with the progression of tissue aging. Changes in the ER stress‐response have been considered to be linked to aging progression, but it is still poorly understood how these changes affect the vertebrate aging process, in part because the age‐dependent alteration of the ER stress‐response has been examined only in limited organs and cells. To uncover this, analyzing the dynamics and roles of the ER stress‐response throughout the vertebrate lifespan would be effective. However, the long lifespan of conventional vertebrate models (approximately 3 years for mice and zebrafish) has hampered our understanding. To overcome this hurdle, we utilized the African turquoise killifish, *Nothobranchius furzeri* , which is an extremely short‐lived (several months) small vertebrate (Harel et al. 2016), to investigate the spatial dynamics and roles of ER stress‐response activity during the aging process.

## 2 Results

### 2.1 Age‐Dependent Changes of Ire1‐Xbp1s Activity in *N. furzeri*

To examine changes in the ER stress‐response that occur during aging, we focused on the Ire1‐Xbp1s pathway, which is the most conserved and specific pathway of the ER stress‐response (Kohno 2010). We first confirmed that the 26 nucleotide intron of *N. furzeri xbp1* transcript was spliced out, similar to zebrafish, mouse, and human *xbp1* (Oikawa et al. 2012; Li et al. 2015) (Figure S1A) and that treatment with tunicamycin, an N‐glycosylation inhibitor that induces unfolded protein accumulation specific in the ER lumen (a pharmacological ER stress inducer) (Iwawaki et al. 2004), promoted *xbp1s* production in *N. furzeri* embryos (Figure S1B), suggesting that the ER stress‐response Ire1‐Xbp1s pathway works in *N. furzeri* . To evaluate age‐dependent changes in Ire1‐Xbp1s activity, we examined the expression levels of *xbp1s* mRNA in the liver, skin, heart, brain, intestine, and muscle of young (1.2 months) and aged (4.2 months) fish. Consistent with previous studies in mice (Xiong et al. 2014; Chen et al. 2023), *xbp1s* expression was upregulated in most aged tissues, including the liver and heart, compared to that in young tissues (Figure 1A). To further examine the spatiotemporal dynamics of ER stress‐response activity, we introduced the Xbp1s‐EGFP reporter (Iwawaki et al. 2004), which expresses a truncated Xbp1s‐EGFP fusion protein through endogenous Ire1‐dependent splicing in response to ER stress (Figure 1B), into *N. furzeri* via Tol2 transposase‐mediated transgenesis (Kawakami et al. 2004). We obtained a stable line carrying a single copy of the transgene by outcrossing 2 times with the wild‐type *N. furzeri* (Figure S1C). To test the specificity of the reporter, we treated the reporter‐transgenic embryos with tunicamycin and 4μ8C, an inhibitor of Ire1. As expected, tunicamycin activated the reporter expression, but co‐treatment with 4μ8C blocked this activation (Figure S1D,E), suggesting that the reporter specifically reflects the Ire1‐Xbp1s activity.

**FIGURE 1:**
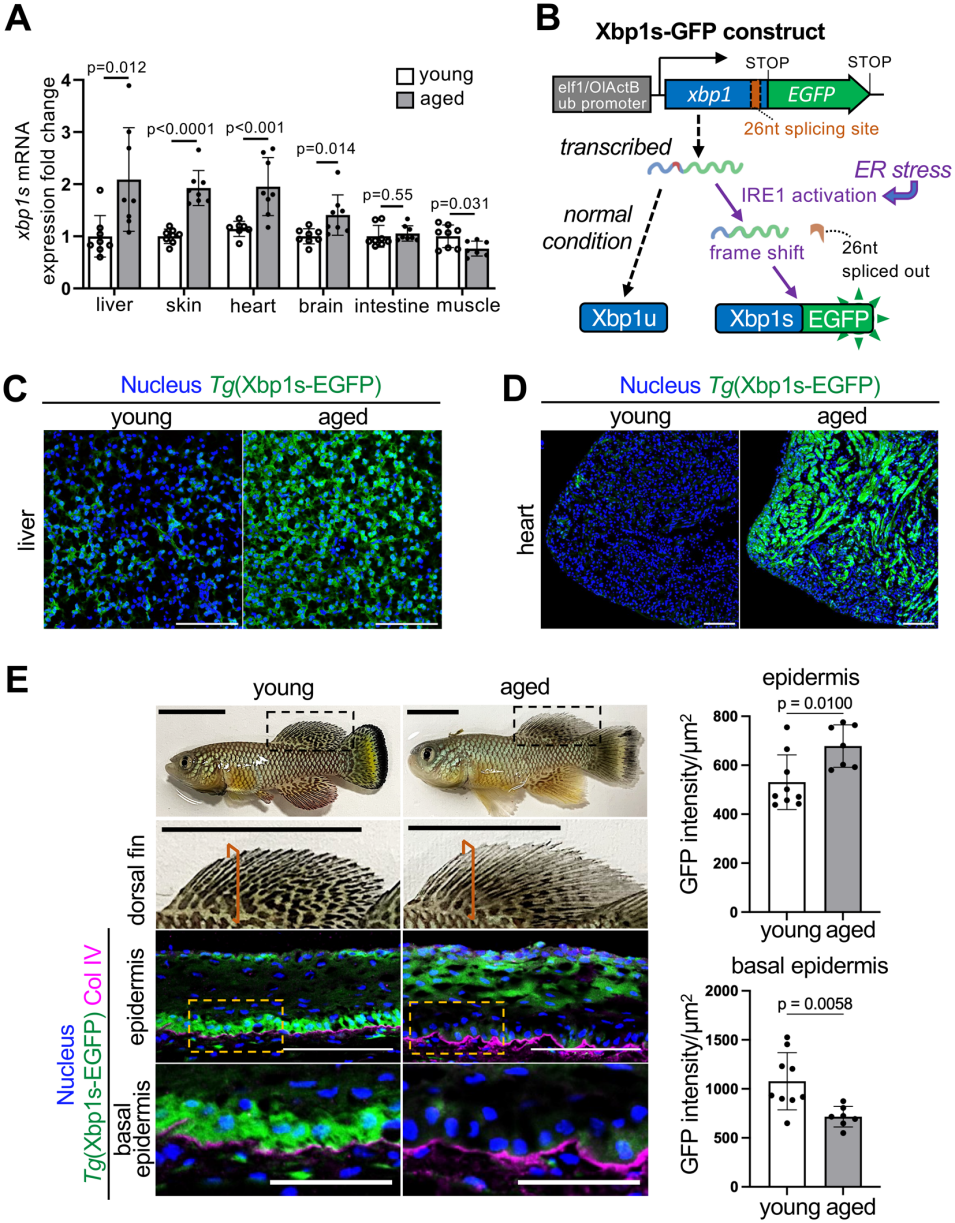
Age‐dependent activity change of the Ire1‐Xbp1s ER stress‐response pathway in *N. furzeri* . (A) *xbp1* spliced variant (*xbp1s*) mRNA levels in various tissues of young and aged *N. furzeri* shown as fold change relative to young. Values are mean ± s.d., *n* = 8; *p* = Student's *t*‐test. (B) Schematic illustration of ER stress‐response reporter construct. (C, D) Representative images of reporter activity in young and aged *N. furzeri* livers (C) and hearts (D) Scale bars, 100 μm. (E) Representative images of young (1.2 month) and aged *N. furzeri* (4.2 month) (top panels) and dorsal fin area (2nd row panels), reporter activity in young and aged *N. furzeri* fin epidermis (3rd row and bottom panels), and mean GFP intensity. Col IV (Collagen type IV) was used as a basement membrane marker. Black dashed line indicates dorsal fin areas shown in the 2nd row panels, red lines indicate sectioned area of dorsal fin shown in the 3rd and bottom row panels, and yellow dashed lines indicate basal epidermis areas shown in the bottom panels. Scale bars, 10 mm in dorsal fin, 100 μm in epidermis, and 50 μm in basal epidermis panels. Values are mean ± s.d., *n* = 9 for young and *n* = 7 for aged samples; *p* = Student's *t*‐test.

Next, we attempted to detect age‐dependent spatial changes in Ire1‐Xbp1s activity using the Xbp1s‐EGFP reporter in *N. furzeri* . Consistent with the qPCR results (Figure 1A), the number of GFP‐positive cells increased in the liver and heart with age (Figure 1C,D and Figure S2A,B). In aged livers, where *xbp1s* mRNA expression was upregulated the most compared to other tissues, unfolded protein aggregation and changes in ER shape and size, which are signs of ER stress, were also observed, indicating that ER stress may accumulate in the liver during aging (Figure S2C,D). In addition, the expression levels of ER stress‐response target genes encoding chaperone proteins (*hspa5* and *hsp90b1*), ER‐associated degradation machinery proteins (*edem1* and *derl1*), ER oxidase (*ero1*), and cell cycle arrest and apoptosis‐inducing transcription factor (*ddit3*) (Hetz 2012) were relatively higher in aged livers than in young fish (Figure S2E). These results suggested that chronic ER stress occurs in aged livers, consistent with previous observations in mouse livers (Gaspar et al. 2020; Lefebvre and Staels 2014).

### 2.2 Ire1‐Xbp1s Activity Drives Young Epidermal Cell Proliferation

Similar to the liver and heart, Xbp1s‐EGFP‐positive cells also increased in the epidermis during aging (Figure 1E). Consistently, FK1 (multi‐ubiquitin mAb)‐positive foci increased in aged epidermis (Figure S3A), suggesting an accumulation of unfolded protein in aged epidermis. In contrast, strong reporter activity was detected in the basal layer of the epidermis of young fish, which was significantly downregulated with age (Figure 1E). On the other hand, ubiquitinylated proteins' increase was not detected in the epidermal basal layer of both young and aged fish (Figure S3A), indicating that the strong activation of Ire1‐Xbp1s in the young epidermal basal layer may be independent of unfolded protein accumulation. Additionally, we observed a decrease in phosphorylated IRE1 at Ser‐724, which is an indicator of Ire1 activation (Hetz 2012), in the aged mouse epidermal basal layer (Figure S3B,C), suggesting that Ire1‐Xbp1s pathways also decline in mammalian epidermal basal layer during aging. Because the basal layer of the epidermis consists of epidermal stem cells and progenitors, we wondered whether Ire1‐Xbp1s activity or ER stress itself may be involved in the regulation of basal layer proliferation. Previous studies in humans and mice indicated that cell proliferation, including those in stem cells, decreases in aging epidermis (Liu et al. 2019; Giangreco et al. 2008; Inomata et al. 2009). Although keratinocyte stem cells and progenitors labeled with p63 (Pellegrini et al. 2001) were detected in both young and aged *N. furzeri* skin and did not change in number with age (Figure S4A), PCNA (proliferation marker)‐ and p63‐double positive cells decreased with age (Figure 2A), indicating that an age‐dependent decline in epidermal cell proliferation also occurs in *N. furzeri* . To test whether ER stress affected cell proliferation, aged fish were treated with tunicamycin. Transient treatment with tunicamycin increased the number of PCNA‐positive cells in the aged epidermal basal layer (Figure 2A,B). We also confirmed that tunicamycin induced the expression of endogenous mRNA levels of *xbp1s*, ER stress‐response‐target genes (*hspa5* and *hsp90b1*), and Xbp1s‐EGFP reporter activity in aged *N. furzeri* skin (Figure S4B,C), whereas levels of ubiquitinylated protein, cell death, and cellular adherens junction showed no significant changes (Figure S4D–F), suggesting that transient activation of ER stress response did not induce further damages to epidermal cells. Notably, tunicamycin treatment also showed a tendency of increased cell proliferation in the young epidermal basal layer based on PCNA‐positive cell count (Figure S4G). Together, these results suggest that the high ER stress‐response in the epidermal basal layer drives cell proliferation, and forced activation of ER stress can rejuvenate basal layer activity in aged epidermis.

**FIGURE 2:**
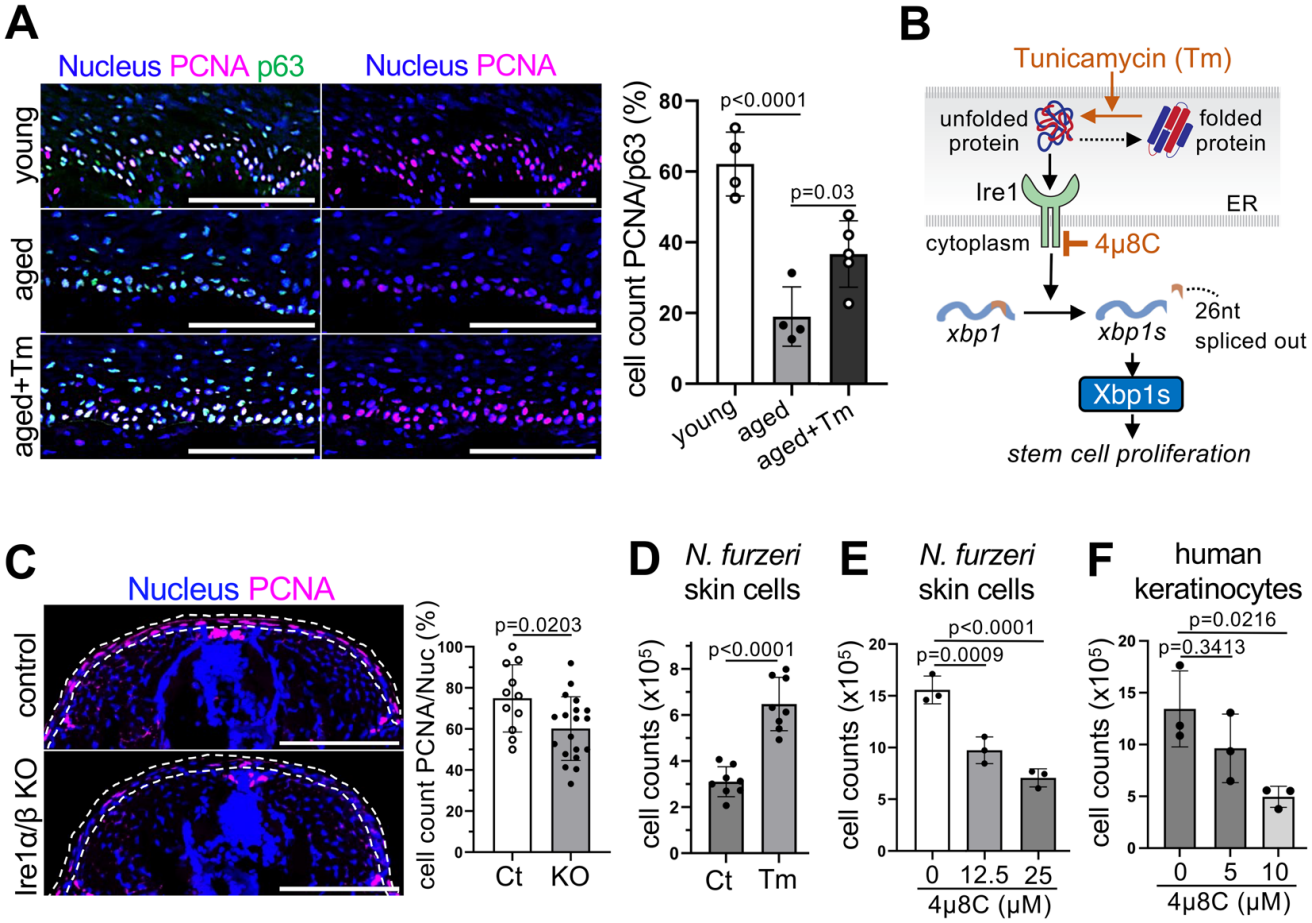
Ire1‐Xbp1s ER stress‐response activity is involved in epidermal cell proliferation. (A) Representative images and quantification of PCNA‐positive cells in young, aged, and tunicamycin‐treated aged (aged Tm) *N. furzeri* fins normalized to p63. Scale bars, 100 μm. Values are mean ± s.d., *n* = 4, 4, and 5; *p* = Dunnett's multiple comparisons of one‐way ANOVA of aged samples. (B) The schematic diagram of Ire1‐Xbp1 pathway and mechanism of tunicamycin (Tm) and 4μ8C. (C) Representative images and quantification of PCNA positive cells in dorsal epidermal layer of larva of control, and Ire1α (*ern1*) and Ire1β (*ern2*) double knock‐out. Scale bars, 100 μm. Values are mean ± s.d., *n* (slice) = 11, 19 and *N* (sample) = 6, 9; *p* = Student's *t*‐test. (D) Counts of tunicamycin (Tm)‐treated *N. furzeri* cells. Values are mean ± s.d., *n* = 8; *p* = Student's *t* test. (E, F) Ire1 activity drives the proliferation of *N. furzeri* skin culture cells (E) and human keratinocytes (F). Cells were treated with IRE1 inhibitor (4μ8C) and the number of cells were counted. Values are mean ± s.d., *n* = 3; *p* = Dunnett's multiple comparison of one‐way ANOVA of control.

To further confirm that Ire1‐Xbp1s activity is involved in epidermal cell proliferation, we knocked out genes encoding Ire1 receptors using the triple‐target CRISPR‐Cas9 method, which enables single gene disruption to efficiently produce whole‐body biallelic knockouts and examine gene function in the F0 generation (Oginuma et al. 2022). A previous study in medaka ( *Oryzias latipes* ) suggested that the loss of both Ire1α and Ire1β is required to suppress *xbp1* splicing (Ishikawa et al. 2017). Therefore, we knocked out both Ire1α and Ire1β (encoded in *ern1* and *ern2* genes, respectively) in *N. furzeri* (Figure S5A) and confirmed that the expression of *ern1* and *ern2* was suppressed in the KO embryos (Figure S5B). As expected, Ire1α/β KO reduced PCNA‐positive cells in young fish (Figure 2C), suggesting that Ire1 contributes to epidermal cell proliferation. To further confirm this hypothesis, we used young *N. furzeri* skin‐derived epidermal culture cells expressing the progenitor cell marker p63 (Figure S6A). Consistent with in vivo results, tunicamycin treatment increased proliferative capability in *N. furzeri* skin culture cells (Figure 2D and Figure S6B), while treatment with a specific Ire1 chemical inhibitor 4 μ8C decreased it in a dose‐dependent manner (Figure 2E and Figure S6C), without inducing cell death (Figure S6D). Collectively, these data suggest that Ire1‐Xbp1s activity is involved in cell proliferation. In addition, 4μ8C treatment also reduced the proliferation of human keratinocyte PHK‐160b cells (Figure 2F), suggesting that the Ire1‐Xbp1s pathway‐mediated epidermal cell proliferation is conserved in humans.

Interestingly, strong activation of the Xbp1s‐GFP reporter was also detected in the brain mesencephalic proliferation zone (Fan et al. 2001) and proliferative intestinal crypts (Barker et al. 2007) of young *N. furzeri* (Figure S7A,B), suggesting that Ire1‐Xbp1s activity may contribute to cell proliferation in a variety of young tissues, including the brain and intestine.

### 2.3 ER Stress Rejuvenates Transcriptomic Patterns of Aged Epidermal Cell Proliferation

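In photo-isolation chemistry (PIC), the reverse transcription primers are blocked by a photosensitive group, so that cDNA is amplified only from the cells irradiated with UV light, here the p63-positive cells of the basal layer in fin sections. Each primer carries a sample barcode and a unique molecular identifier (UMI), which marks a single RNA molecule. Aged N. furzeri were treated with tunicamycin at 1 µg/mL, for 24 h according to the paper's methods, and young and aged controls were kept in DMSO. The authors separated the sequences by barcode with UMI-tools, mapped them with HISAT2 and counted UMIs per gene. The deposited values are these counts without normalization, for 22954 genes in 4 young, 4 aged and 3 aged (Tm) libraries. Gene identifiers, symbols and chromosomes are given as in the deposited table. The paper's text does not name the genome build used for mapping. Total counts per library ranged from 35366 to 298033 in young (median 122242), from 37655 to 265509 in aged (median 115820) and from 319223 to 705538 in aged (Tm) samples (median 346945). The aged (Tm) libraries held more counts than the aged libraries (two-sided exact permutation test, p = 0.0286, the smallest p that 3 libraries against 4 allow). The sample labels give 1 library name for the replicates of each condition, and where the conditions were prepared as separate libraries, that difference cannot be told apart from the condition. Differential expression was tested with edgeR's quasi-likelihood test (two-sided) on TMM-normalized counts in a model of all 11 libraries. The paper's methods name DESeq2, which was run as an alternative. The edgeR test covered the 3963 genes that passed edgeR's filter on low counts (filterByExpr), with a threshold of 0.1 on the Benjamini-Hochberg adjusted p. Expression per group is given as CPM, the counts of a gene per 1000000 counts of its library, mean ± SD over libraries.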

To elucidate the mechanism by which the Ire1‐Xbp1s pathway is regulated and controls epidermal cell proliferation, we conducted a spatial transcriptomic analysis of young, aged, and tunicamycin‐treated aged (aged (Tm)) epidermal p63‐positive cells using photo‐isolation chemistry (PIC) (Honda et al. 2021). PIC uses a photosensitive probe that enables the determination of gene expression profiles specifically from photo‐irradiated regions of interest (Figure 3A and Figure S8A). 

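PCA was performed on regularized log values of all 22954 genes. PC1, PC2 and PC3 held 37.0%, 11.5% and 8.13% of the variance. With the 500 most variable genes, the setting that moved it most, PC1 held 71.5%. On PC1, the 3 aged (Tm) libraries lay outside the range of the 8 young and aged libraries (two-sided exact permutation test of the mean scores, p = 0.00606, the smallest p that 165 splits allow). The PC1 scores of aged and young libraries did not differ by more than their spread (p = 0.371, exact permutation test). Among the 8 young and aged libraries, PC1 also followed the log2 CPM of receptor and synapse genes that are scarce in epidermis (Pearson's r = 0.990, Spearman's rho = 1, exact permutation p = 4.96e-05 for each). This was 1 of 57 relations between library measures computed, 42 of them of PCA components, with an adjusted p of 0.000404, and was chosen after the data were seen. Without the 2 libraries farthest from the median of the receptor and synapse genes, r was 0.994.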

PCA analysis from PC1 and PC2 showed a stark contrast between aged (Tm) and young and aged transcriptome patterns, which is caused by an elevated stress response as expected (Figure S8B). However, PCA analysis from PC2 and PC3 showed that the transcriptomic patterns of certain groups of genes were clearly different between young and old epidermal basal layers, and tunicamycin treatment partially restored the aged patterns to young ones (Figure S8B). These results indicate that forced activation of ER stress can partially rejuvenate the transcriptomic patterns of the aged epidermal basal layer. This rejuvenated group included genes related to cell cycle progression (*top2*, *cdk4*, *cdk7*, and *eif4*) (Whitfield et al. 2006) and ER stress response (*atf4*, *hsp90b1*, *pfdn2*, and *ddit3*), which were downregulated with age but upregulated in aged (Tm) samples (Figure 3B and Figure S8C). 

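On PC3, the mean scores of the 4 aged and 4 young libraries differed with p = 0.0571 (two-sided exact permutation test over 70 splits, 0.114 after adjustment over PC2 and PC3), and the groups overlapped. On PC2, the same exact permutation test gave p = 0.143 (0.143 after adjustment). The mean PC3 score of the aged (Tm) libraries lay 52.0% of the way from the aged to the young mean. This position was −32.2% on log2 CPM, and it has no meaning without aged (Tm) replicate 3, where PC3 did not separate aged from young. In the plane of PC2 and PC3, the aged (Tm) mean lay 19.9% of the way along the line from aged to young. This was −11.6% after thinning. With each library left out in turn it ranged from −56.1% without aged (Tm) replicate 3 to 42.9% without aged replicate 1, with −15.2% without young replicate 3. With only the 500 most variable genes, the aged and young groups did not overlap on PC3 (exact permutation test, p = 0.0286, 0.0571 after adjustment), and the aged (Tm) mean lay 39.4% of the way. The PC3 difference had p = 0.83 with DESeq2's variance-stabilizing transformation in place of the regularized log (exact permutation test), where PC2 gave p = 0.0286 instead. Over the 8 young and aged libraries, PC3 followed the log2 CPM of the skeletal muscle list (r = 0.882) and PC2 that of the genes scarce in epidermis (r = 0.931). Within the age groups, r was 0.759 and 0.945 (exact permutation tests within groups, chosen after the data were seen, p = 0.0365 and 0.00694, 0.0425 and 0.0213 after adjustment). Single libraries also decided the PC3 difference, with exact permutation p-values from 0.0286 without young replicate 1 to 1 without aged (Tm) replicate 3.

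**Figure D1:**
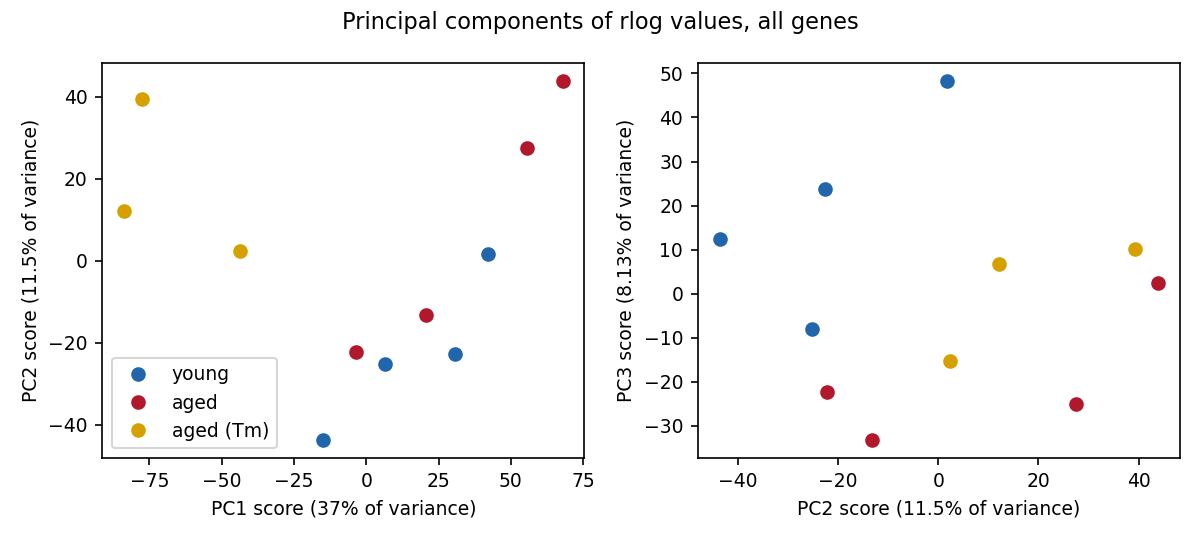
Scores of the 11 libraries on PC1 and PC2 and on PC2 and PC3, in units of the regularized log values, with one point per library and one color per group. The 3 aged (Tm) libraries lie apart from the other 8 on PC1, and the 4 young and 4 aged libraries overlap on PC3.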

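Between aged and young libraries, 28 of the 3963 tested genes passed the threshold, 3 of them higher and 25 lower in aged samples, and 242 had an unadjusted p below 0.05. DESeq2 called 78 genes, 25 of the 28 among them, and limma voom called 38. A fit of edgeR to the young and aged libraries alone called 0 of 1520 genes, with 91 at an unadjusted p below 0.05. Leaving out aged replicate 4 left 1 gene past the threshold. Between aged (Tm) and aged libraries, 1534 genes passed the threshold, 733 higher and 801 lower in aged (Tm) samples, and 1680 had an unadjusted p below 0.05. Between aged (Tm) and young libraries, 1155 genes passed it, 632 higher and 523 lower. After all libraries were thinned to 35366 counts, 8, 134 and 173 genes passed in these comparisons. A gene that changed with age and changed back with tunicamycin passes the threshold in both comparisons with opposite signs, and 3 genes did. All 3 were higher in aged samples and lower again in aged (Tm) samples. They were BX927253.1, with log2 fold changes of 4.71 in aged over young and −6.63 in aged (Tm) over aged, ENSNFUG00015005564 (2.79 and −4.25) and ENSNFUG00015000206 (2.48 and −3.62), for which the table has no symbol. The paper names none of them. DESeq2 gave 17 such genes, 9 of them higher and 8 lower in aged (Tm) samples. The 17 include ccng1 and eif4eb of Fig. 3B and txnipa and plxna2 of Fig. S8D. EdgeR gave 157 with the CPM of the skeletal muscle list as a covariate, chosen after the data were seen. A further 5 genes passed in both comparisons with the same sign, all lower: entpd5, mss51, otos, pgam2 and 1 gene without a symbol. Of these, entpd5, mss51 and otos were named after their values were seen. Across genes, which are not independent replicates, the log2 fold changes of young over aged and of aged (Tm) over aged had Pearson's r = 0.294 and Spearman's rho = 0.360. Both comparisons contain the aged libraries, and 20 simulations of unchanged groups that shared them gave r from 0.449 to 0.499. Without a threshold, 2477 of the 3963 genes (62.5%) had opposite signs in the 2 comparisons, against 64.5% to 66.8% in these simulations. The simulations changed no gene with tunicamycin and drew each gene independently, so their ranges need not be those that sharing gives in these data. At most 1 gene per simulation passed the threshold in both comparisons with opposite signs. From the PCA of PC2 and PC3, the paper concludes that forced activation of ER stress can partially rejuvenate transcriptomic patterns in the aged basal layer.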

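Fig. 3B shows 11 gene symbols, which the deposited table lists as top2b, ccng1, cdk4, cdk7, eif4a2, eif4eb, vcp, atf4b2, hsp90b1, pfdn2 and ddit3. All but ddit3 were among the tested genes. Of these 10 genes, 9 were lower in aged than in young samples, and eif4a2 passed the threshold, with a log2 fold change of −2.37 (SE 0.57, adjusted p = 0.0611). At an unadjusted p below 0.05, 4 of the 10 differed with age. The exception was cdk4, with 0.14 (SE 0.65, adjusted p = 0.996), which became −1.22 without aged replicate 2 and −0.12 with limma voom. Among the 9 lower genes, the smallest change was −0.40 for pfdn2. Without young replicate 4 eif4a2 was not tested. With each of the other 10 libraries left out, its adjusted p ranged from 0.0287 to 0.372, and it was above the threshold without young replicate 1 or 2 or any 1 of the aged replicates. All 10 genes were higher in aged (Tm) than in aged samples, with log2 fold changes from 0.58 for cdk7 to 3.17 for atf4b2. The change of ccng1 reversed to −0.79 after thinning. With the CPM of genes scarce in epidermis as a covariate, chosen after the data were seen, the changes of cdk4, cdk7 and eif4a2 reversed. Those of atf4b2 (1.60) and pfdn2 (1.40) became smaller, and those of eif4eb (3.32) and hsp90b1 (2.37) did not. None of these 4 passed with the covariate, while 1 of the 10 genes did. The CPM of the covariate does not overlap between aged (1834 to 7250) and aged (Tm) libraries (533 to 1399), so that a loss of precision is not separated from a loss of the change. The threshold was passed by 5 of them: atf4b2 (SE 0.62, adjusted p = 0.00225), eif4eb (2.99, SE 0.70, adjusted p = 0.00655), pfdn2 (2.22, SE 0.53, adjusted p = 0.00774), hsp90b1 (2.27, SE 0.62, adjusted p = 0.0146) and vcp. The adjusted p of top2b was 0.104, that of cdk4 0.177, that of ccng1 0.244, that of eif4a2 0.250 and that of cdk7 0.352. By edgeR, 0 of the 10 genes passed in both comparisons, where the unadjusted p with age was below 0.05 for 4 genes and with tunicamycin for 6. DESeq2 called ccng1 and eif4eb in both, limma voom called 0, and edgeR without aged (Tm) replicate 3 called eif4a2. With the CPM of the skeletal muscle list as a covariate, also chosen after the data were seen, edgeR called atf4b2 in both, with −1.76 (adjusted p = 0.0782) with age and 2.58 (adjusted p = 0.00734) with tunicamycin. Adjusted over the list alone, 3 genes passed with age and 6 with tunicamycin, which is not independent evidence, because the study chose the list on these samples. ddit3 had 12 counts over the young, 3 over the aged and 37 over the aged (Tm) libraries. In a fit without a filter on low counts, its log2 fold change was −1.99 in aged over young (SE 0.96, adjusted p = 0.885) and 2.94 in aged (Tm) over aged (SE 0.85, adjusted p = 0.0175).

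**Figure D2:**
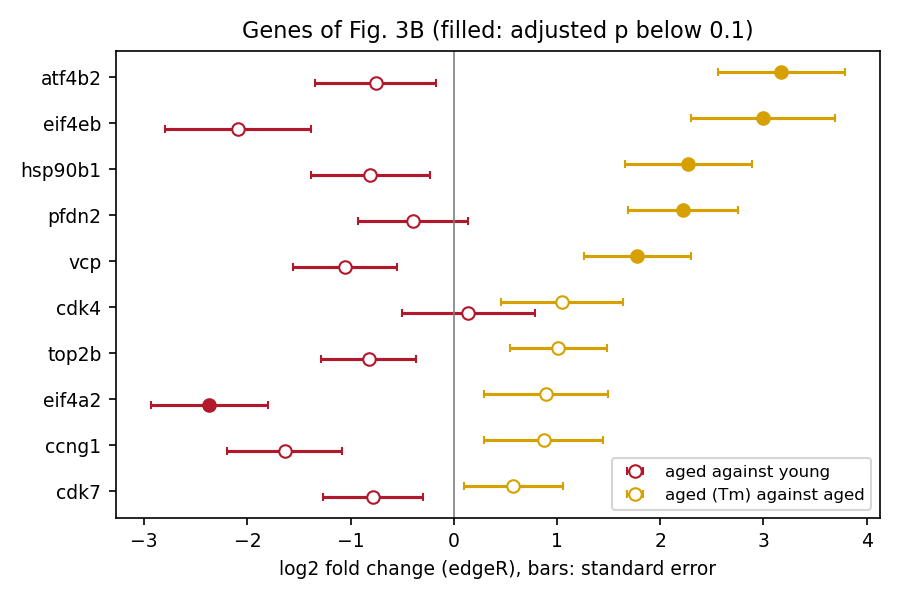
Log2 fold changes of the genes of Fig. 3B in aged over young and in aged (Tm) over aged, with the standard error of each and filled points for an adjusted p below 0.1 from edgeR. All lie above 0 in aged (Tm) over aged and all but cdk4 lie below 0 in aged over young, where the signs of ccng1 with tunicamycin after thinning, of cdk4 with age under limma voom, and of cdk4, cdk7 and eif4a2 with the covariate were the reverse.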

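Gene lists for protein processing in the ER and for the cell cycle were written from general knowledge before the data were examined, because the databases behind Fig. 3C are not among the deposited files. They were tested with limma's camera on log2 CPM (two-sided, p threshold of 0.05). Of 109 symbols for protein processing in the ER, 32 genes were tested. In aged (Tm) against aged samples, 29 of the 32 were higher, with a median log2 fold change of 1.68 (camera p of 8.72e-07). The call held with an inter-gene correlation estimated from the data (p of 0.0348) and under limma's fry (p of 0.00073). The summed CPM of the list was 4198 ± 445 in young, 4275 ± 460 in aged and 8764 ± 742 in aged (Tm) samples (SD, n = 4, 4 and 3, exact permutation test of aged (Tm) against aged, p = 0.0286). With the CPM of genes scarce in epidermis as a covariate, a test chosen after the data were seen, 19 of the 32 were higher, with a camera p of 0.00414 and a fry p of 0.124. The ER chaperone gene hspa5 (ENSNFUG00015021050, chromosome 2) had 60.5 ± 27.5 CPM in young, 101 ± 53.9 in aged and 459 ± 32.8 in aged (Tm) samples. Its log2 fold change with tunicamycin was 2.76 (SE 0.55, adjusted p = 0.00261 from edgeR). Of 146 cell cycle symbols, 33 genes were tested, and 19 of them were higher in aged (Tm) samples, with a median log2 fold change of 0.68. This list did not pass the threshold with camera (p of 0.0931) or with the estimated correlation (p of 0.295), and passed it under fry (p of 0.0291). Leaving out aged (Tm) replicate 1 gave a camera p of 0.0109, and leaving out aged (Tm) replicate 2 gave 0.0438. Its summed CPM was 3867 ± 614 in young, 3986 ± 658 in aged and 4431 ± 1066 in aged (Tm) samples (exact permutation test of aged (Tm) against aged, p = 0.629). Without a filter on low counts, 66 of 103 genes of the list were higher (camera p of 0.000302). After thinning, 3 of its genes were tested and 1 was higher (camera p of 0.264). The proliferation gene pcna rose by 2.01 on the log2 scale (SE 0.60, adjusted p = 0.0211 from edgeR), and top2a by 0.55 (SE 0.50, adjusted p = 0.390). For mki67, there were 13, 12 and 34 counts over the young, aged and aged (Tm) libraries, too few for the test. Its mean CPM was 28.3, 29.7 and 18.4 in these groups.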

Pathway analyses also indicated that tunicamycin treatment activated the expression of genes related to protein processing in the ER and the cell cycle in the aged basal layer (Figure 3C). These changes in expression patterns are consistent with our observation that Ire1‐Xbp1s activity and epidermal cell proliferation are downregulated with aging, whereas age‐dependent downregulation is reversed by tunicamycin treatment. 

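The deposited table has no gene with the symbol hnrnpu, and hnrnpua (ENSNFUG00015012457, chromosome 4) was taken in its place. It had 265 ± 122 CPM in young, 203 ± 123 in aged and 237 ± 25.0 in aged (Tm) samples. Its log2 fold change was −0.61 in aged over young (SE 0.51, adjusted p = 0.986) and 0.83 in aged (Tm) over aged (SE 0.53, adjusted p = 0.228), and both signs reversed after thinning (0.19 and −0.57). DESeq2 called it with tunicamycin. Of the genes that Fig. S8D shows as raised by tunicamycin, 18 were tested. All 18 were lower in aged than in young and higher in aged (Tm) than in aged samples. The study chose the genes of Fig. S8D for this pattern on these samples, so their directions are not independent evidence. Lower with age were 17 with the total count alone, 14 of 16 tested without aged replicate 2, 7 of 8 after thinning and 10 of 18 with the CPM of the skeletal muscle list as a covariate, chosen after the data were seen. With upper quartile normalization 16 of the 18 were higher in aged (Tm) samples, with the total count alone 13, without aged replicate 2 13 of 16 tested, and after thinning 3 of 8 tested. By edgeR, 0 of the 18 passed the threshold with age, 5 of them with an unadjusted p below 0.05, and 8 passed it with tunicamycin. These 8 became 2 with upper quartile normalization, 1 with the total count alone, 2 without aged replicate 2, 0 after thinning and 1 with the CPM of genes scarce in epidermis as a covariate (txnipa, which also passed with age there), against 12 with DESeq2. DESeq2 and limma voom each called txnipa with age, and both also called it with tunicamycin. Without aged (Tm) replicate 1, edgeR called 1 of 17 tested with age. Of the genes that Fig. S8D shows as lowered by tunicamycin, 3 were tested: plxna2, sema3ab and slit3. The log2 fold change of plxna2 (ENSNFUG00015010192, chromosome 10) was 2.24 in aged over young (SE 0.61, adjusted p = 0.136) and −2.75 in aged (Tm) over aged (SE 0.61, adjusted p = 0.00542). DESeq2 called plxna2 in both comparisons. For sema3ab (ENSNFUG00015020958, chromosome 13), these values were 1.93 (SE 0.79, adjusted p = 0.626) and −3.23 (SE 0.82, adjusted p = 0.0107, and a fold change of −6.49 without aged (Tm) replicate 3). For slit3 they were 0.56 (SE 0.47, adjusted p = 0.986) and −1.68 (SE 0.50, adjusted p = 0.0215). sema6dl had 8, 25 and 17 counts over the young, aged and aged (Tm) libraries. Of the genes with the symbol dll4, ENSNFUG00015002396 had 9, 12 and 12 counts and ENSNFUG00015017304 had 7, 15 and 7. None of these 3 passed the filter on low counts. In a fit without it, sema6dl changed by 1.63 with age (adjusted p = 0.885) and −1.24 with tunicamycin (adjusted p = 0.359). The dll4 genes changed by 0.21 and 1.19 with age and by −0.57 and −1.59 with tunicamycin, and the first of these reversed to −0.51 without young replicate 4 and to −0.16 without aged replicate 3. Another gene with the symbol plxna2 (ENSNFUG00015007792, chromosome 15) also did not pass the filter, with 21, 24 and 16 counts over the young, aged and aged (Tm) libraries. In the fit without a filter, its change was 0.12 with age and −1.11 with tunicamycin (adjusted p = 0.429 from edgeR). The rise of plxna2 with age therefore rests on 1 of the genes with that symbol. The summed CPM of the genes with the symbols plxna2, sema6dl, sema3ab, dll4, slit3 and srgap3 was 227 ± 75.5 in young, 582 ± 220 in aged and 90.9 ± 56.6 in aged (Tm) samples (exact permutation tests, p = 0.0286 for aged against young and 0.0571 for aged (Tm) against aged). Receptor and synapse genes that are scarce in epidermis had the same order of group means, and with their CPM as a covariate, chosen after the data were seen, plxna2 and sema3ab did not pass the threshold with tunicamycin. With the CPM of the skeletal muscle list as a covariate, chosen likewise, both genes passed in both comparisons.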

Notably, our PIC analyses also demonstrated that age‐dependent downregulation of *hnrnpu* and upregulation of the map‐Semaphorin (*plxna2*, *sema6dl*, and *sema3ab*) and Notch signaling (*dll4*)‐related genes were reversed by forced ER stress activation (Figure S8D). Consistently, the downregulation of *hnrnpu* in mice leads to epidermal thinning, skin fragility, and dysregulation of differentiation, while the Plexin‐Semaphorin signaling and activation of the Notch signaling negatively regulate epidermal cell proliferation (Hong et al. 2024; Jiang et al. 2021). These results show that the age‐dependent reduction of *hnrnpu* expression and activation of the Plexin‐Semaphorin and Notch signaling would promote aging in *N. furzeri* epidermis. Taken together, our PIC analyses revealed the age‐dependent transcriptomic pattern changes in the *N. furzeri* epidermal basal layer and that ER stress rejuvenates various activities of the aged epidermal basal layer.

**FIGURE 3:**
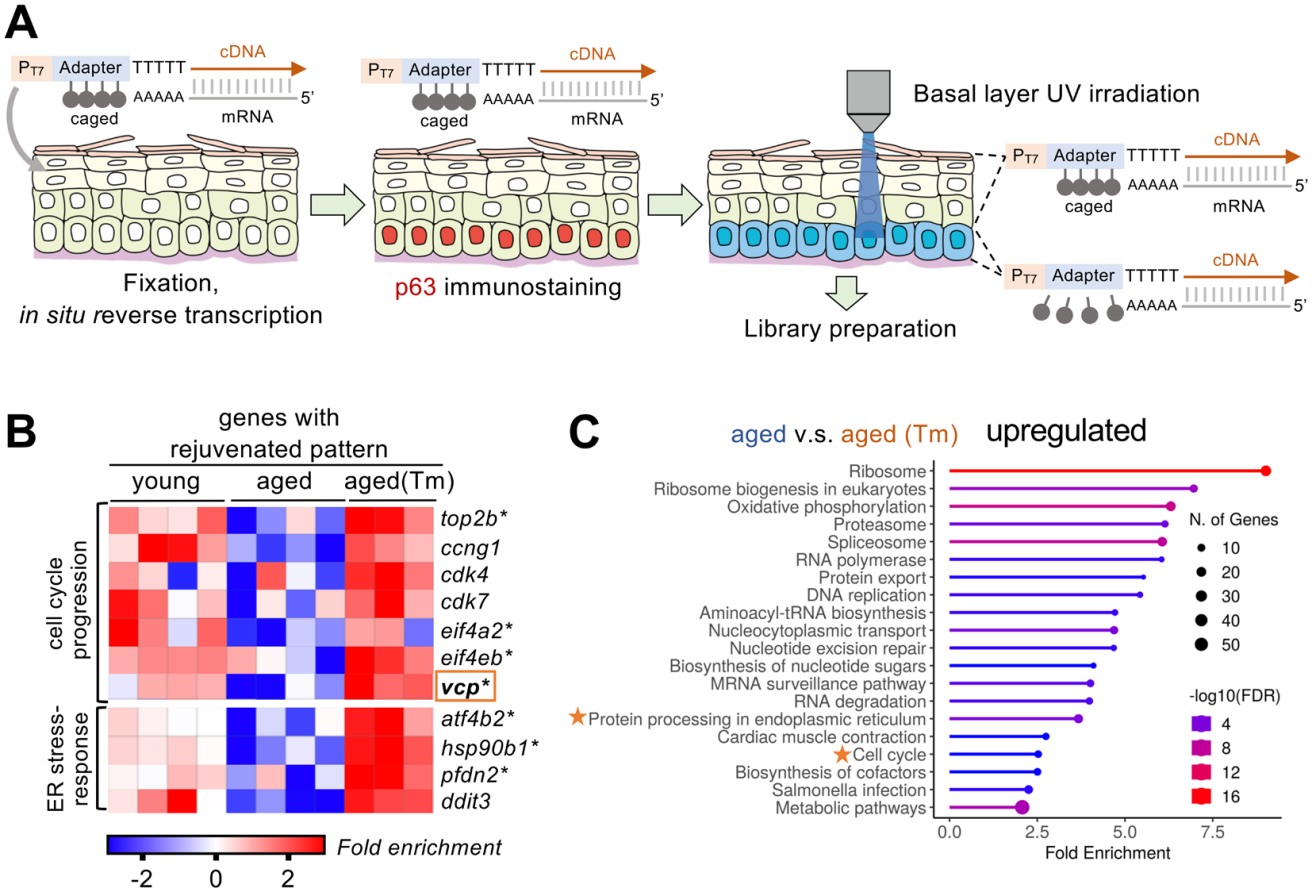
Spatial transcriptomics PIC reveals transcriptome pattern of aged epidermal basal layer is partially rejuvenated after ER stress forced activation. (A) Schematic illustration of photo‐isolation chemistry (PIC) in the epidermal basal layer. (B) Differentially expressed genes (DEG) of genes whose expressions were rejuvenated after tunicamycin treatment and DEG of ER stress‐response and protein folding‐related genes. *n* = 4, 4, and 3 for young, aged, and aged (Tm), respectively. Asterisks (*) indicate genes with FDR < 0.1 compared with aged (Tm). (C) GO term analysis of genes that were upregulated in the basal layer of aged Tm compared to aged.

### 2.4 Ire1‐Xbp1s Promotes Epidermal Cell Proliferation Through Vcp

Among the rejuvenated group genes, we focused on valosin‐containing protein (Vcp), an evolutionarily conserved ATPase, as a candidate mediator of Ire1‐Xbp1s‐dependent proliferation because Vcp positively regulates the G1 to S phase transition in cell cycle progression by targeting the nuclear export and degradation of the CDK inhibitor p27 and is also involved in the regulation of ER‐associated degradation (ERAD), which is a downstream process of the ER‐stress response (Figure 3B) (Meyer et al. 2012). 

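vcp (ENSNFUG00015022711, chromosome 18) had 228 ± 93.5 CPM in young (SD, n = 4), 115 ± 44.6 in aged (n = 4) and 290 ± 99.7 in aged (Tm) samples (n = 3), from 131, 51 and 430 counts over the libraries of each group. Its log2 fold change in aged over young was −1.06 (SE 0.51, adjusted p = 0.80 from edgeR, exact permutation test of CPM p = 0.114). In aged (Tm) over aged samples it was 1.78 (SE 0.52, adjusted p = 0.0195 from edgeR), and every aged (Tm) library had a higher CPM than every aged library (exact permutation test, p = 0.0286). With each library left out in turn, the change with tunicamycin stayed between 1.36 and 2.12 and its adjusted p between 0.0102 and 0.0759. It did not pass the threshold after thinning, with 1.02 (adjusted p = 0.353), or with normalization by the total count alone, with 1.15 (adjusted p = 0.125). Over the alternatives set in advance, the adjusted p of this change ranged from 0.000144 to 0.353.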

Consistently, the human age‐related gene expression database voyAGEr (Schneider et al. 2024) shows that *vcp* and several ER stress‐response‐related genes were downregulated with age in human suprapubic skin (Figure S8E). To examine whether Vcp activity is involved in epidermal cell proliferation, we treated young fish with NMS‐873, a specific chemical inhibitor of Vcp, and found that NMS‐873 treatment reduced the number of PCNA‐positive epidermal cells (Figure 4A,B). In addition, NMS‐873 treatment also decreased the proliferation of *N. furzeri* skin culture cells and human keratinocytes in a concentration‐dependent manner (Figure 4C,D). Furthermore, tunicamycin‐induced *N. furzeri* skin culture cell proliferation was significantly attenuated when co‐treated with NMS‐873 (Figure 4E), suggesting that Ire1‐Xbp1s drives epidermal cell proliferation in a Vcp activity‐dependent manner.

**FIGURE 4:**
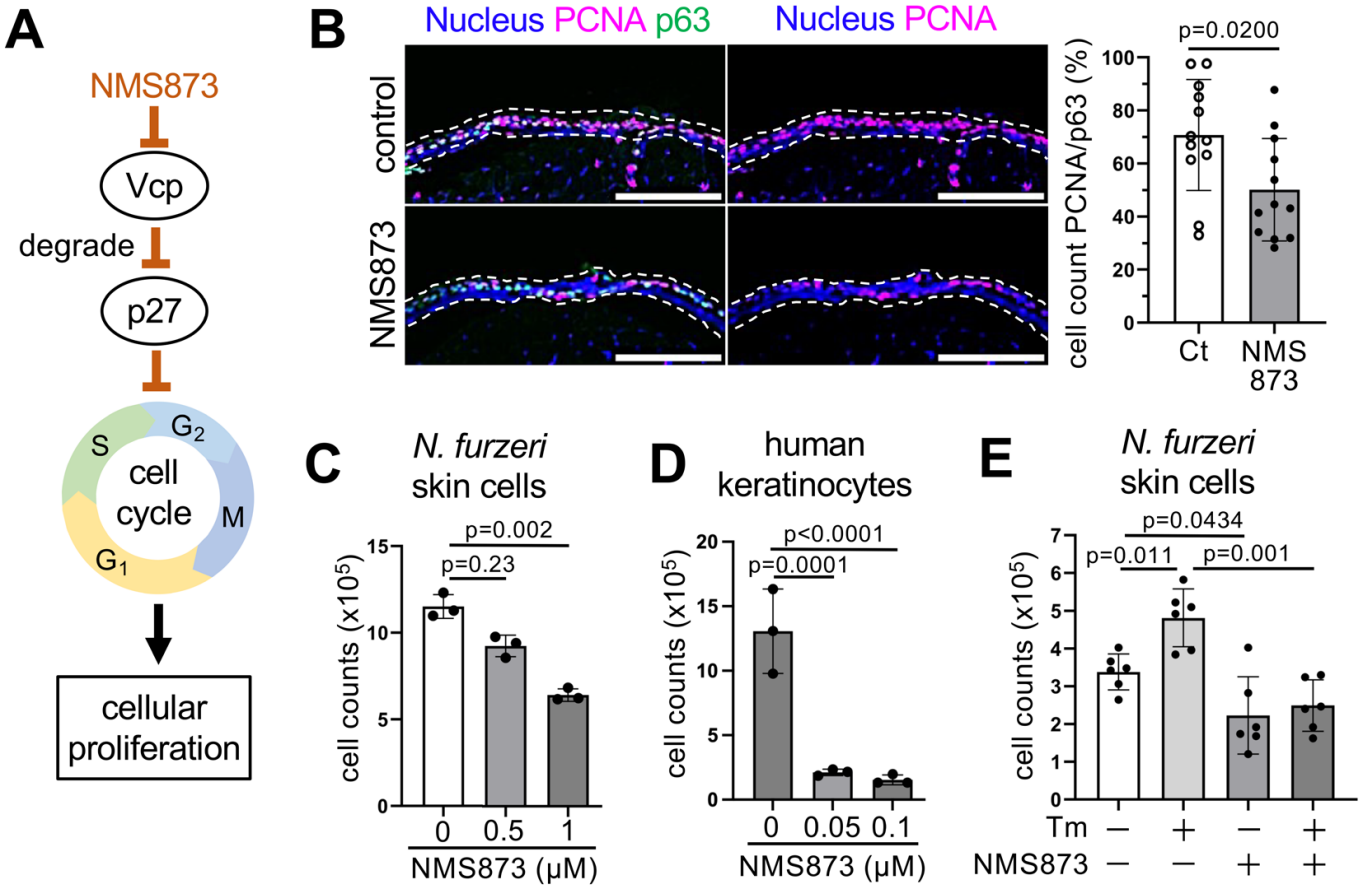
VCP is required for Ire1‐Xbp1s‐dependent epidermal cell proliferation. (A) Mechanism of Vcp‐mediated cell cycle regulation and Vcp inhibition (NMS873). (B) Representative images and quantification of PCNA positive cells of the control and Vcp inhibitor (NMS873) were used to treat the dorsal epidermal layer of 2‐week old *N. furzeri* larvae normalized to p63. Scale bars, 100 μm. Values are mean ± s.d., *n* = 12; *p* = Students' *t*‐test. (C, D) VCP activity is required for the proliferation of *N. furzeri* skin culture cells (C) and human keratinocytes (D). Cells were treated with NMS873 and the number of cells was counted. Values are the means ± s.d., *n* = 3; *p* = Dunnett's multiple comparisons of one‐way ANOVA of control. (E) Cells were treated with tunicamycin (5 μg/mL) or NMS873 (1 μM) or both, and the number of cells was counted. Values are the means ± s.d., *n* = 6; *p* = Dunnett's multiple comparisons of one‐way ANOVA of control.

### 2.5 Glucose Activates Ire1‐Xbp1s in Young Epidermal Basal Layer

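In the PIC libraries, aldoaa (ENSNFUG00015010155, chromosome 12) had 14390 ± 9470 CPM in young (SD, n = 4), 3374 ± 2248 in aged (n = 4) and 999 ± 249 in aged (Tm) samples (n = 3). For gapdh (ENSNFUG00015002376, chromosome 5), the CPM were 3626 ± 2811, 312 ± 259 and 121 ± 89.1, for pgam2 (ENSNFUG00015009807, chromosome 2) 716 ± 501, 76.1 ± 74.7 and 12.8 ± 6.14, and for eno3 (ENSNFUG00015014758) 137 ± 99.6, 16.8 ± 15.6 and 6.91 ± 6.06. In aged over young samples, the log2 fold change was −3.71 for gapdh (SE 0.81, adjusted p = 0.0371 from edgeR), −3.66 for pgam2 (SE 0.68, adjusted p = 0.0237), −2.88 for eno3 (SE 0.70, adjusted p = 0.0668) and −2.25 for aldoaa (SE 0.74, adjusted p = 0.279). Adjusted over the list alone, all 4 genes passed, with the highest p at 0.00569, which is not independent evidence, because the study chose these genes on these samples. Exact permutation tests of CPM gave p = 0.0286 for gapdh and pgam2 and 0.0571 for aldoaa and eno3, each 0.0571 after adjustment over the 4 genes. DESeq2 called all 4 genes and limma voom 2. By edgeR, 1 gene passed without young replicate 2 or without aged replicate 2, and 0 of them passed without aged replicate 4, after thinning or in a fit of the young and aged libraries only, where the unadjusted p was below 0.05 for 4, 3 and 3 genes. All 4 genes were lower in aged (Tm) than in aged samples, except gapdh in a fit without a filter on low counts, with 0.11, eno3 without aged replicate 4, with 0.10, and gapdh and aldoaa in fits with a covariate chosen after the data were seen. The list of 15 tested glycolysis genes was lower in aged than in young samples (camera p of 5.29e-05, fry p of 0.00716), with a median log2 fold change of −0.73, and 4 of the 15 were higher. Its summed CPM was 20594 ± 12166 in young and 5381 ± 2099 in aged samples (exact permutation test, p = 0.0286). The forms typical of muscle, which include these 4 genes, had 19354 ± 12456 CPM in young and 4107 ± 2540 in aged samples (exact permutation test, p = 0.0286). The other forms had 601 ± 117 and 724 ± 158 CPM (p = 0.314, exact permutation test). Over the 8 young and aged libraries, the log2 CPM of the 4 genes rose with that of a list of skeletal muscle genes that contains no glycolysis gene (Pearson's r = 0.964, exact permutation p = 0.00184, Spearman's rho = 0.905, exact permutation p = 0.00456). Over the 57 relations between library measures computed, its adjusted p was 0.00697. Without the 2 libraries farthest from the median of the muscle list, r was 0.981, and within the age groups, with each library taken as its deviation from the group mean, r was 0.940 (exact permutation test within groups, chosen after the data were seen, p = 0.0156, 0.0219 after adjustment over 7 such relations). In a linear fit over these 8 libraries, the age difference of the log2 summed CPM of the 4 genes was −0.66 (SE 0.39) at the same CPM of the muscle list. It was −2.33 without the list. The summed CPM had means of 18868.5 in young and 3779.5 in aged libraries and was mostly aldoaa. The fit and these r values therefore describe aldoaa more than the others.

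**Figure D3:**
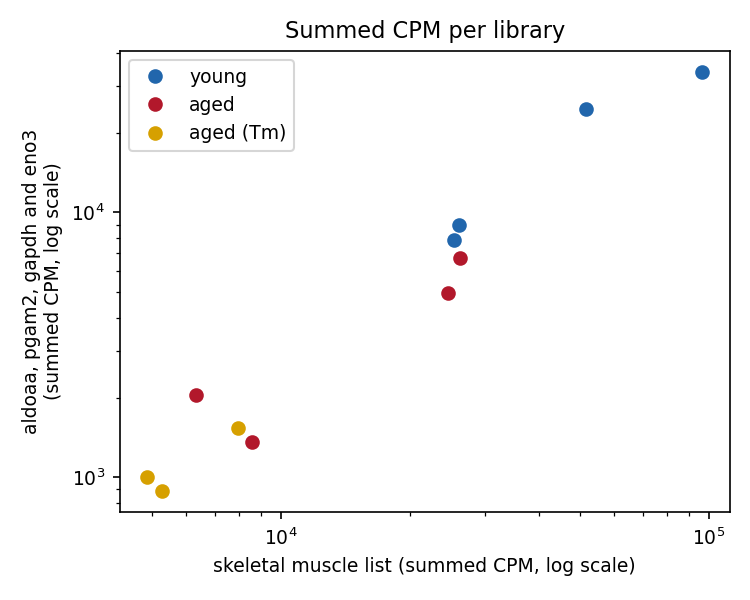
Summed CPM of aldoaa, pgam2, gapdh and eno3 against the summed CPM of the skeletal muscle list, on log axes, with one point per library and one color per group. The libraries with more counts from muscle genes have more counts from the 4 genes, with r = 0.964 over the young and aged libraries.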

The PIC data also indicated that genes related to glycolysis, including *aldoaa*, *gapdh*, *pgam2*, and *eno3*, were downregulated with age (Figure 5A and Figure S8F). In addition, lactate, a product of glycolysis, decreased significantly in aged skin, accompanied by an accumulation of glucose (Figure 5B–D), suggesting a reduced ability to metabolize glucose and an overall decline in glycolysis in aged epidermal cells (Jackson and Finley 2024). A previous study in pancreatic β‐cells showed that Ire1‐Xbp1s is activated when treated with glucose, the precursor of glycolysis (Sharma et al. 2015). Therefore, we investigated whether glucose could induce Ire1‐Xbp1s activity via glycolysis. Consistent with this, we found that glucose treatment induced Ire1‐Xbp1s activity (Figure 5E) and proliferation in *N. furzeri* skin cells, whereas inhibition of Ire1 using 4μ8C suppressed the glucose‐dependent proliferative effect (Figure 5F). These findings suggest that the Ire1‐Xbp1s pathway is activated by glucose and that the downregulation of glucose metabolism during aging may consequently reduce Ire1‐Xbp1s activity and cellular proliferation in the epidermal basal layer.

**FIGURE 5:**
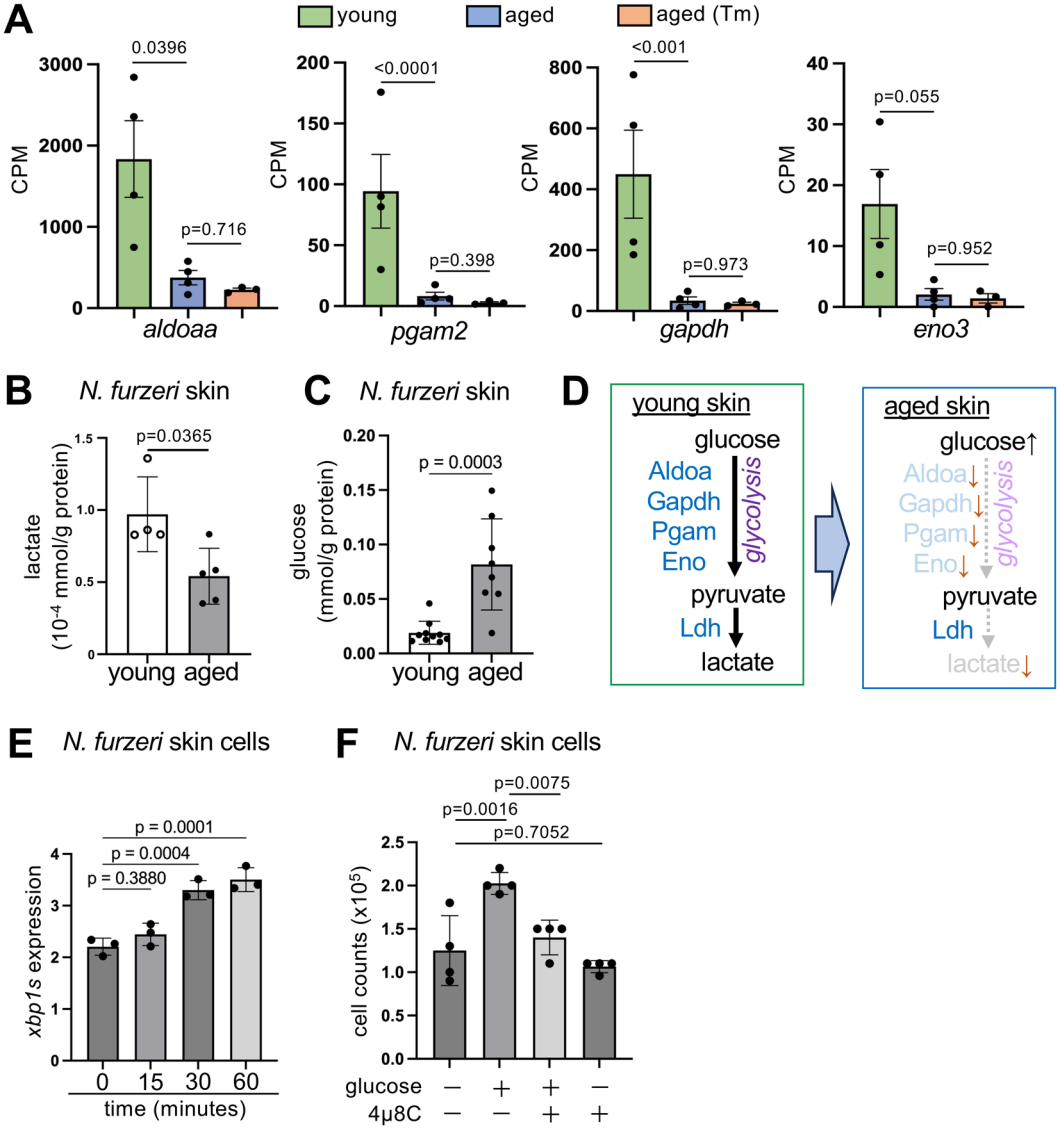
Glucose activates Ire1‐Xbp1s pathway in young epidermal cells. (A) Gene expressions in Count per Million (CPM) that were downregulated in aged and aged Tm basal epidermal basal layers compared to young Tm. Values are mean ± s.d., *n* = 4, 4, and 3 for young, aged, and aged (Tm), respectively; *p* = adjusted *p* value. (B, C) Lactic acid (B) and glucose (C) assays of young and aged fin samples. Values are mean ± s.d., *n* = 4,5; *p* = Student's *t*‐test. (D) Schematic diagram of glucose metabolism in young and aged epidermal stem cells. (E) *xbp1* spliced variant (*xbp1s*) mRNA levels at 0, 15, 30, and 60 min after glucose treatment (4.5 g/L). Values are mean ± s.d., *n* = 3; *p* = Dunnett's multiple comparisons of one‐way ANOVA to 0 min. (F) Cells were treated with glucose (4.5 g/L), 4μ8C (25 μM), or both, and the number of cells was counted. Values are the means ± s.d., *n* = 6; *p* = Dunnett's multiple comparisons of one‐way ANOVA to non‐treated control or glucose only‐treated samples.

## 3 Discussion

We showed the aging‐associated dynamics and an unexpected role of the ER stress‐response pathway in regulating epidermal tissue homeostasis and aging (Figure 6) using *N. furzeri* and human cell cultures. Previous studies have reported that the age‐dependent unfolded protein accumulation‐mediated ER stress and sustained activation of the ER stress‐response are linked to various aging‐associated diseases (Chen et al. 2023; Boslem et al. 2023; Lefebvre and Staels 2014). Consistent with these observations, our qPCR and reporter analyses revealed that the ER stress‐response Ire1‐Xbp1s pathway is upregulated in various tissues of *N. furzeri*, including the liver and heart, with age. Surprisingly, Ire1‐Xbp1s was highly activated in the young *N. furzeri* epidermal basal layer and downregulated during aging. In young skin, the Ire1‐Xbp1s pathway maintains cell proliferation by activating the cell cycle regulator, Vcp. The activation of Ire1‐Xbp1s in the epidermal basal layer is driven by glucose metabolism, which also declines during aging. The glucose‐Ire1‐Xbp1s‐VCP axis also positively regulates the proliferation of human skin cell cultures. These results indicate that the ER stress‐response may control epidermal cell aging by sustaining its proliferative activity.

**FIGURE 6:**
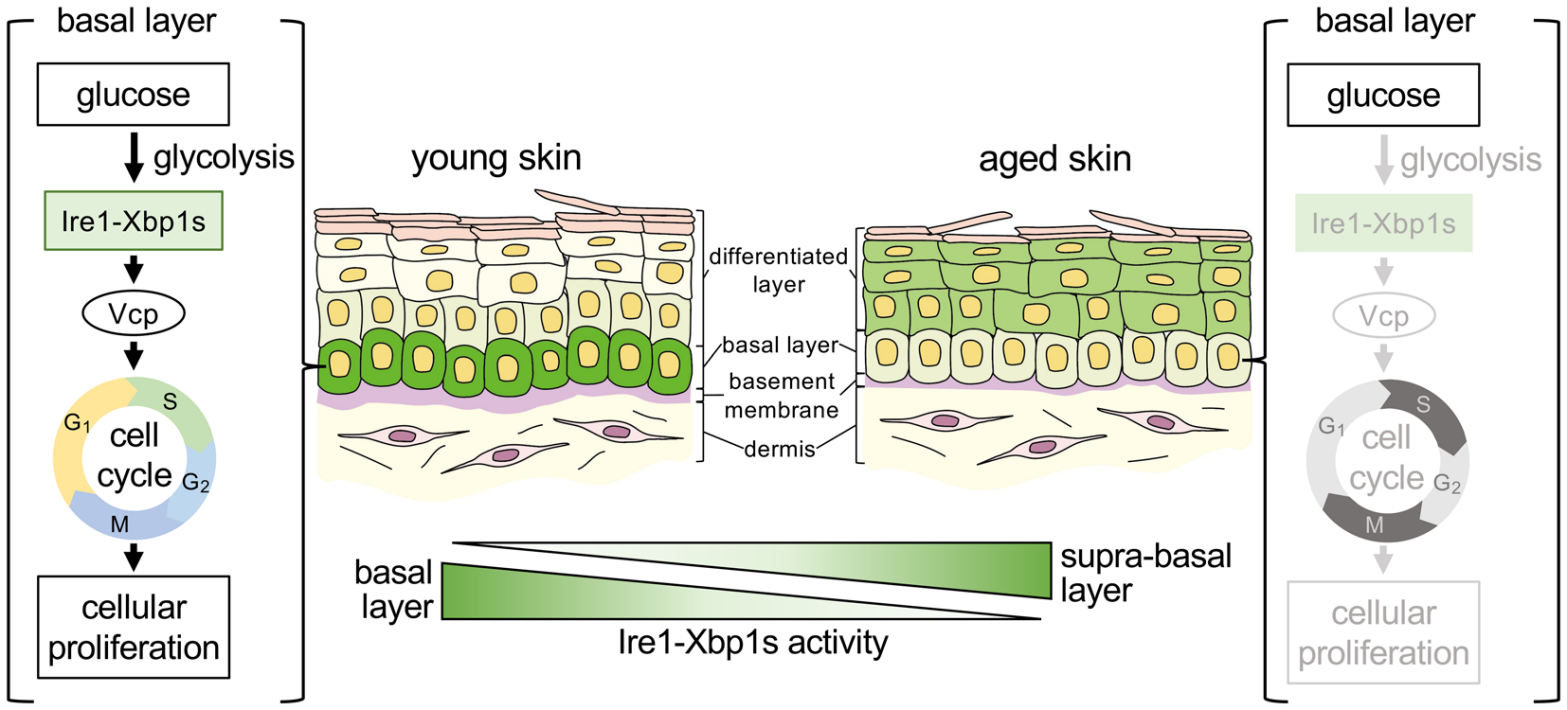
Schematic of the mechanism of Ire1‐Xbp1s‐mediated epidermal cell proliferation and age‐dependent decline. In young epidermal basal layer, the Ire1‐Xbp1s endoplasmic reticulum (ER) stress‐response pathway maintains cell proliferation by activating the cell cycle regulator Vcp, whereas the age‐dependent decline in glucose metabolism reduces Ire1‐Xbp1s activity, consequently downregulating cell proliferation. On the other hand, in supra‐basal layer, the Ire1‐Xbp1s pathway is activated with age.

ER stress has been regarded as detrimental; however, its beneficial effects are not well understood. In addition, studies on Ire1‐Xbp1s have focused on its role as an adaptive mechanism against misfolded protein aggregation stress; however, its other functions remain unclear. Although recent studies show that the Ire1‐Xbp1s pathway can promote proliferation of cancer cells in vitro (Ji et al. 2019) and satellite cells in mouse injured muscle (Roy et al. 2021), and pharmacological activation of ER stress stimulates β cell proliferation in vitro, the mechanism connecting ER stress response and cell proliferation remains unclear (Sharma et al. 2015). Our reporter and spatial transcriptome analyses revealed a previously unrecognized role for ER stress signaling in the positive regulation of epidermal cell proliferation through Ire1‐Xbp1s to maintain skin homeostasis. We also demonstrated that age‐dependent downregulation of Ire1‐Xbp1s activity correlates with aging phenotype in the epidermal basal layer, whereas previous studies proposed that age‐dependent upregulation of the ER stress response is a driver of aging (Martínez et al. 2017; Wang et al. 2015; Ghosh et al. 2015).

Furthermore, we successfully reactivated aged skin epidermal cells by pharmacologically activating ER stress. It is well understood that organismal aging is affected by surrounding environmental stimuli, including cellular stress (Kourtis and Tavernarakis 2011). Previous studies on *C. elegans* have shown that oxidative stress during the larval stage may induce a hormesis state that enhances stress resistance and longevity (Bazopoulou et al. 2019). Similarly, the ER stress‐response was recently shown to regulate cellular responses in human hematopoietic stem cells, where, under ER stress, human hematopoietic HSCs upregulated the pro‐survival Ire1‐Xbp1s branch to survive (van Galen et al. 2014). This indicates the possibility that moderate ER stress signaling and specific activation of the Ire1‐Xbp1s pathway could be beneficial for maintaining tissue homeostasis. Additionally, our observation that cytoplasmic ubiquitination was not detected in young epidermal basal layers suggests that strong Ire1‐Xbp1s activity in the young epidermal basal layer may be independent of unfolded protein; however, it is also important to note that activation of Ire1‐Xbp1s, to some extent, may reduce the accumulation of unfolded protein.

Interestingly, the young brain mesencephalic region also shows strong Ire1‐Xbp1s activity, which declines with age, suggesting that Ire1‐Xbp1s activity may contribute to the maintenance of youthfulness in the epidermal basal layer, and this decline drives aging not only in the skin but also in other tissues. In contrast, the intestinal crypt Ire1‐Xbp1s activity tended to increase with age. The increase in Ire1‐Xbp1s activity in aged *N. furzeri* intestinal crypts might indicate abnormal cell proliferation, similar to findings in *Drosophila* intestines, where the Ire1‐Xbp1s pathway upregulation during aging causes abnormal intestinal cell proliferation (Wang et al. 2015). Further investigation of various tissues is necessary to better understand the roles and significance of the Ire1‐Xbp1s pathway‐mediated control of cell proliferation in tissue homeostasis.

The application of PIC, a novel spatial transcriptomics method, enabled the analysis of transcriptomes specific to the epidermal basal layer of *N. furzeri* and identify glucose metabolism and Vcp as upstream and downstream mediators of the Ire1‐Xbp1s pathway, respectively, in epidermal cell proliferation. Vcp has been well studied as a positive regulator of the cell cycle and cancer progression (Meyer et al. 2012); however, its roles and regulation in tissue homeostasis and cell proliferation are poorly understood. This study revealed that Vcp activity is essential for Ire1‐Xbp1s‐mediated *N. furzeri* epidermal cell proliferation. Notably, Vcp is also a known mediator of protein degradation during ER‐associated degradation (ERAD) which is activated during the ER stress‐response (Wolf and Stolz 2012). In young skin epidermal basal layer, it is possible that Vcp plays a role not only in cell cycle control but also in protection from proteotoxic insults downstream of the Ire1‐Xbp1s ER stress‐response.

Several studies have reported that reduced glucose metabolism correlates with an aging phenotype. For example, in *Drosophila*, aging leads to a reduction in the expression of glycolytic genes in the muscle and brain, and the forced expression of glycolytic genes extends a healthy lifespan (Ma et al. 2018; Oka et al. 2021). Glycolysis is also impaired in aged human brain and aged mouse endothelial cells (Kiesworo et al. 2024). In this study, we showed that glucose promotes *N. furzeri* epidermal cell proliferation by activating the Ire1‐Xbp1s pathway and that age‐dependent reduction of glucose metabolism may downregulate the Ire1‐Xbp1s pathway to promote *N. furzeri* epidermal cell aging. Even though glucose‐dependent activation of Ire1‐Xbp1s was also observed in pancreatic β‐cells (Sharma et al. 2015), it remains unclear how glucose stimulates Ire1‐Xbp1s via its metabolism. A study on hepatoma cells suggested that the tricarboxylic acid (TCA) cycle, a metabolic pathway downstream of glucose, could stimulate ER stress through *Idh2*‐mediated mitochondrial NADPH production and glutathione redox (Gansemer et al. 2020), indicating the possibility that glucose might activate Ire1‐Xbp1s activity through this TCA cycle‐mediated mechanism in *N. furzeri* skin. A previous study also showed that inhibiting lactate production by knocking out *Ldh*, an enzyme that produces lactate, suppressed stem cell proliferation in hair follicles, suggesting that increased production of lactate or other associated metabolites from glycolysis is essential for stem cell activation (Flores et al. 2017). Thus, it might also be possible that lactate or other *Ldh*‐associated metabolites are involved in the ER stress‐mediated epidermal cell activation (Sun et al. 2024). Further elucidation of the relationship between cell metabolism and the ER stress response is necessary to uncover the cause of declining proliferation in epidermal cells.

Importantly, the human public data also showed an age‐dependent reduction in the expression of ER stress‐response‐related genes, Vcp, and glycolysis‐related genes in human skin, similar to *N. furzeri* (Figure S8E) (Schneider et al. 2024). These findings suggest that the glucose‐Ire1‐Xbp1s‐Vcp axis may contribute to the maintenance and aging of young human epidermal cells. Further understanding of the roles and regulation of Ire1‐Xbp1s activity in mammalian and human epidermal stem cells may lead to the discovery of promising therapeutic strategies for promoting healthy skin aging in humans.

## 4 Materials and Methods

### 4.1 Annual African Turquoise Killifish *N. furzeri* Strain, Husbandry, and Maintenance

The GRZ (GRZ‐AD) strain of *N. furzeri* was donated by A. Antebi (Max Planck Institute for Biology of Aging). Fish were maintained at 26.5°C, 0.7 conductivity on a 12‐h light–dark cycle in the fish breeding system (Meito, Nagoya, Japan). Click or tap here to enter text. Newly collected embryos were disinfected, washed, and stored in egg water (0.01% methylene blue in 3% sea salt) at 28°C, and moved to sterilized moist coconut peats at 7 days post fertilization (dpf) at 28°C. Around 4 to 5 weeks post‐fertilization, embryos were hatched in cold 700 mg/L humic acid (Cat no. 53680, Sigma‐Aldrich, St. Louis, MO, USA) in a 4 L tank, and then raised at 3 fish per 1.4 L tanks from 3 weeks old and 1 fish per 1.4 L tanks from 4 weeks old. The fish were fed freshly hatched brine shrimp (Brine Shrimp Eggs, Artemia Cyst, A&A Marine LLC., Kyoto, Japan) twice a day from Monday to Saturday and once a day on Sunday. From the age of 2 weeks, the fish were fed bloodworms (Clean Bloodworm, Kyorin Co. Ltd., Himeji, Japan) once a day. The study protocol was approved by the Institutional Animal Care and Use Committee of Osaka University (RIMD Permit#R02‐04). This study was conducted in accordance with the ARRIVE guidelines.

### 4.2 Mouse Strain, Husbandry, and Maintenance

Young and aged C57BL/6N mice were purchased from Sankyo Lab Service (Tokyo, Japan). All mice were maintained under specific pathogen‐free conditions with a 12‐h light/dark cycle and were fed a normal diet with ad libitum access to water. All experiments were conducted in accordance with the Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committees of The University of Tokyo.

### 4.3 Cell Lines

*N. furzeri* cell line was established as previously described (Graf et al. 2013). Skin and fins were collected from 1.5‐month‐old male *N. furzeri* and submerged in ice‐cold 0.16% NaClO_4_ in PBS and then washed in ice‐cold phosphate‐buffered saline (PBS), followed by shaking in DMEM containing collagenase for 2 h at RT. Cells were collected using a cell strainer and grown in DMEM (Cat no. 08458, Nacalai Tesque Inc.) supplemented with 10% FBS (Cat no. SFBU30, Equitech‐Bio Inc., Kerrville, TX, USA), amphotericin (Cat no. 1397‐89‐3, Sigma‐Aldrich), penicillin/streptomycin (Cat no. 09367‐34, Nacalai Tesque Inc.), gentamicin (Cat no. 078‐06061, FUJIFILM Wako Pure Chemical Co., Osaka, Japan), MEM‐NEAA (Cat no. 06344‐56, Nacalai Tesque Inc.), 2–mercaptoethanol (Cat no. 21438‐82, Nacalai Tesque Inc.), and FGF (Cat no. 450‐33A, Thermo Fisher Scientific) at 28°C. PHK16‐0b were grown in HuMedia‐KG2 supplemented with insulin, hEGF, hydrocortisone, gentamycin, amphotericin B, and BPE (Cat no. KK‐6150, Kurabo Industries Ltd., Osaka, Japan) at 37°C.

### 4.4 Genotyping and Genomic DNA Extraction From Scales and Fin Clips

Adult fish were genotyped using specific primers for either the GRZ or *Tg* line to confirm the identity of the strain. Around 5 sheets of scales were taken using forceps and incubated in 50 μL sodium hydroxide 50 mM (Cat no. 31511, Nacalai Tesque Inc.) at 95°C for 20 min, followed by 5 μL Tris–HCl pH 5.5. Samples were amplified using Ex Taq DNA polymerase (Cat. RR001B Takara Bio Inc., Kusatsu, Japan). Tail cutting was performed by clipping the caudal fin of 1‐month‐old fish. Fish were anesthetized by submerging them in 0.04% tricaine in system water. The clipped fin was incubated in lysis buffer containing 10 mM Tris–HCl pH 8.0 (Cat no. 35435‐11, Nacalai Tesque Inc.), 10 mM EDTA (Cat no. 15105‐22, Nacalai Tesque Inc.), 200 mM NaCl (Cat no. 31319‐45, Nacalai Tesque Inc.), and 0.5% SDS in ddH_2_O added with 40 μL/mL Proteinase K at 55°C overnight, followed by heat inactivation at 100°C for 10 min. Genomic DNA was extracted using phenol‐chloroform‐IAA and diluted in a Tris‐EDTA buffer.

### 4.5 Confirmation of *xbp1* Endogenous Splicing in *N. furzeri* Line

*N. furzeri* embryos around 7 d post fertilization (dpf) were treated with 5 μg/mL Tunicamycin (Cat no. 35638, Nacalai Tesque Inc.) in dimethyl sulfoxide (DMSO) (Cat no. 13408‐64, Nacalai Tesque Inc.) diluted in egg water for 24 h. RNA from embryos was extracted using TRIzol (Cat no. 15596018, Invitrogen, Waltham, Massachusetts, USA) followed by purification using RNA Clean and Concentrator‐25 (Cat no. R1017, Zymo Research, CA, USA). cDNA was synthesized using Transcriptor High Fidelity cDNA Synthesis Kit (Cat no. 05091284001 Roche diagnostics GmbH, Mannheim, Germany) and further amplified using PrimeSTAR Max DNA Polymerase (Cat no. R405A, Takara Bio Inc.). Poly‐A end was added by adding Ex Taq followed by incubation at 72°C for 20 min. Amplified products were run in a 3% agarose gel. Resulting bands were extracted separately using Nucleospin Gel and PCR Clean‐Up (Cat no. 740609, Macherey‐Nagel Inc., Allenton, PA, USA). Each fragment was cloned and sequenced using Sanger sequencing (Eurofin Genomics, Japan).

### 4.6 Generation of Transgenic Reporter *N. furzeri* Line Tg(Xbp1s‐GFP) Construct

*N. furzeri xbp1* fragment was synthesized using specific primers spanning bases 1219–1534, according to the NCBI database NC_029659.1 reference Nfu_20140520 primary assembly. Fragments were synthesized and extracted from 14 dpf embryo RNA, as previously described, and inserted into the pCS2P + Flag (#16331; Addgene) gifted by Peter Klein. Constructs with flag‐tagged fragments were inserted into the pT2‐Olactb‐Elf1 plasmid (Yoshinari et al. 2012).

### 4.7 Microinjection in *N. furzeri*

One‐cell stage embryos (bulging cell on top of the yolk) were collected by placing males and females in 4 L tanks with sand trays to breed for 2 h. Embryos were collected, rinsed, and positioned in the injection plate (3% agarose mold of 0.9 cm wide lanes). Microinjections were performed using the Narishige IM‐400 instrument. Injection needles were prepared using a 1 mm glass capillary G1 (Narishige Scientific Instrument Lab., Tokyo, Japan) pulled using a micropipette puller (Cat no. PC‐100, Narishige Scientific Instrument Lab.). The injection mix was loaded into the needles by back‐loading and injected into the bulging part of the embryos. Injection volume was set to be around 5 pL or around 20%–50% of the injected cell volume. Post‐injected embryos were rinsed and stored as described previously.

### 4.8 Genomic Southern Blot Analysis

Genomic DNA from *N. furzeri* tails was extracted as previously described and digested using EcoRI overnight. Southern blot hybridization was performed using a digoxigenin (DIG)‐labeled probe in accordance with DIG‐Easy Hybridization (Cat no. 11603558001, Roche diagnostics GmbH) standard method and detected by chemiluminescence using CDP Star (Cat no. 160081‐62‐9, Roche Diagnostics).

### 4.9 RNA Extraction and Quantitative Real‐Time Polymerase Chain Reaction (qRT‐PCR)

RNA from cells or tissues was extracted and cDNA was synthesized from 500 ng RNA as described above. Around 50 ng cDNA was used as a template for qRT‐PCR using THUNDERBIRD SYBR qPCR Mix (Cat no. QPS‐201, Toyobo Co. Ltd.). Gene expression was measured and analyzed using the Stratagene Mx3000P qPCR system (Agilent Technologies, Santa Clara, CA, USA) or CFX‐Duet (Bio‐Rad, Hercules, CA, USA), and normalized using *tbp* expression with the primers listed in Table S1.

### 4.10 Confirmation of Tg (Xbp1s‐GFP)

The Tg (Xbp1s‐GFP) embryos were collected as described above. 8 dpf embryos were treated with 0.05% DMSO or 5 μg/mL Tunicamycin or 5 μg/mL Tunicamycin and 2.5 mM 4μ8C (Cat no. S7272, Selleck Chemicals, Houston, TX, USA) for 2 h, with a medium change on the second day.

### 4.11 *N. furzeri* Tissue Sectioning and Immunochemistry

Fish were sacrificed as described above. Tissues were then collected and washed with cold PBS and fixed in 4% PFA in PBS (Cat no. 26126‐25, Nacalai Tesque Inc.) overnight at 4°C. Fixed tissues were washed with PBS 3 times for 15 min, followed by immersion in 10%, 20%, and 30% sucrose until tissue was fully submerged. Tissues were embedded with O.C.T. compound (Cat no. 4583, Tissue T‐Tek, Sakura Finetek Japan Co. Ltd., Tokyo, Japan) and flash frozen in liquid nitrogen, then stored at −80°C. Cryosectioning was then performed using HM525 NX cryostat (Thermo Fisher Scientific) at −25°C to −30°C. Tissue 8 μm sections were cut and transferred to adhesive slide glass (Matsunami Glass Ind. Ltd., Kishiwada, Japan), air‐dried at RT for 1 h, and stored at −80°C. Frozen sections were air‐dried at RT for 1 h followed by antigen retrieval using Dako target retrieval solution, citrate pH 6 (S236984‐2, Agilent Technologies Inc., Santa Clara, CA, USA) at 105°C for 15 min in autoclave, cooled to RT (for PCNA staining only), and then rinsed with 0.01% Triton in PBS (PBST 0.01%) for 10 min thrice, followed by blocking with 10% FBS in PBST 0.03% for 1 h at RT. Sections were then incubated with primary antibody anti‐GFP (13,970, Abcam, Cambridge, UK, 1:1000), or anti‐collagen type IV (ab6586, Abcam, 1:300), or anti‐multi‐ubiquitin mAb, clone FK1 (DO71‐3, Medical & Biological Laboratories Co. Ltd., Tokyo, Japan), or anti‐p63 (ab97865, Abcam, 1:500), or anti‐PCNA (SC‐56, Santa‐Cruz, Dallas, TX, USA, 1:200), or anti‐cleaved caspase‐3 (Asp175) (9661 s, Cell Signaling Technology 1:200), or anti‐E‐cadherin (610,181, BD Bioscience, Franklin Lakes, NJ, 1:200) in blocking solution overnight at 4°C. Stained sections were washed with 0.01% Triton in PBS (PBST 0.01%) for 10 min thrice, followed by secondary antibodies goat anti‐chicken IgY AF488 (A11039, Invitrogen), or goat anti‐mouse IgG AF647 (A32728, Invitrogen), or goat anti‐mouse IgG AF488 (A11029, Invitrogen), or goat anti‐rabbit IgG AF488 (A11034, Invitrogen), or goat anti‐rabbit IgG AF647 (4414, Cell Signaling Technology, Danvers, MA, USA) 1:500, and nuclear staining with Hoechst 33342 (H3570, Thermo Fisher Scientific) 1:500 for 1.5 h at RT. Sections were washed with PBST 0.01% for 10 min, 3 times, followed by PBS rinse thrice and mounted using VectashieldVibrance (Cat no. H‐1700, VectorLab, Newark, CA, USA).

### 4.12 Mouse Tissue Sectioning and Immunochemistry

Mouse tail skin specimens were immersed in ice‐cold 4% paraformaldehyde (4% PFA), irradiated in a 500‐W microwave oven for 3 × 30‐s cycles with intervals, and then kept on ice for 20 min. The fixed skin samples were embedded in optimal cutting temperature (OCT) compound (Sakura Finetechnical), snap‐frozen in liquid nitrogen, and then stored at −80°C. Frozen samples were cut into 10‐μm‐thick sections using a CryoStar NX50 cryostat (Thermo Fisher Scientific). Prior to staining, stored frozen sections were air‐dried at RT for 1 h and then rinsed with PBS for 5 min thrice, followed by blocking with 3% skim milk (Difco) (BD 232100, Thermo Fisher Scientific) and 0.1% Triton X‐100 for 30 min at RT. Sections were then incubated with primary antibody anti‐IRE1 (phospho S724) (ab48187, Abcam, 1:200) in blocking solution overnight at 4°C. Stained sections were washed with PBS (PBST, 0.01%) for 5 min thrice, followed by incubation with secondary antibody goat anti‐rabbit IgG AF488 (A11034, Invitrogen) 1:500 for 2 h at RT and nuclear staining with Hoechst 33342 (H3570, Thermo Fisher Scientific) 1:500 for 20 min at RT. Sections were then washed with PBS for 5 min thrice and mounted using VectashieldVibrance (Cat no. H‐1700, VectorLab, Newark, CA, USA).

### 4.13 Proteostat Staining

Protein aggregates were visualized with the Proteostat aggresome fluorescent staining kit (Cat no. ENZ‐51035 Enzo Biochem Inc., NY, USA). Air‐dried sections were washed with 0.01% Triton in PBS (PBST 0.01%) for 10 min three times. Dye was diluted 1:500 in PBS and incubated for 10 min at RT, followed by washing in PBS for 5 min, three times. The sections were destained in 1% acetic acid for 30 min at RT, followed by immunostaining as described above.

### 4.14 Transmission Electron Microscopy

Livers were collected and fixed using 4% formaldehyde in 0.1 M phosphate buffer (pH 7.4) for 1 h at RT and then washed using 0.1 M phosphate buffer (pH 7.4) containing 4% sucrose for 15 min, 3 times, and soaked in 10%, 15%, and 20% sucrose in 0.1 M phosphate buffer for cryoprotection, followed by a 5 min incubation in O.C.T. compound and then flash frozen in liquid nitrogen and stored at −80°C. Cryosectioning was then performed as described previously with around 10–20 μm thickness, and samples were transferred to 12 mm MAS‐coated micro‐cover glass (Matsunami Glass Ind. Ltd., Kishiwada, Japan) and allowed to dry for 30 min. Tissue sections on cover glass were soaked in 0.1 M phosphate buffer (pH 7.4), post‐fixed in 1% OsO_4_ and 1% potassium ferrocyanide in 0.1 M phosphate buffer (pH 7.4) for 1 h at room temperature, and washed in H2O. The specimens were dehydrated in a graded series of ethanol and embedded in epoxy resin for 2 d at 60°C. Ultrathin sections were cut and stained with uranyl acetate and Pb solutions. Electron micrographs were obtained using a VELETA, 2 K × 2 K side‐mounted TEM CCD camera on a JEM 1400 plus (JEOL, Akishima, Japan) transmission electron microscope at 80 kV.

### 4.15 Cell Treatment and Cell Count Analysis

Cells were seeded in 6‐well plates at 2 × 10^5^ cells/well, and at least 20 h after seeding, cells were treated for 4 and 5 days with 4μ8C, NMS‐873 (Cat no. S7285, Selleck Chemicals), or DMSO. Cells were collected for RNA extraction or cell counting in 1:1 0.4% trypan blue solution (Cat no. 72–57‐1, Sigma‐Aldrich). For tunicamycin treatment, cells were seeded at 1 × 10^5^ cells/well and treated with 5 mg/mL tunicamycin or DMSO for at least 20 h after seeding for 4 h, followed by a PBS wash and medium change. Cells were collected and counted at 4 days post‐treatment (dpt). For glucose treatment, cells were seeded at 2 × 10^5^ cells/well for RNA extraction and 1 × 10^5^ cells/well for cell counting in no‐glucose DMEM (Cat no. 08459, Nacalai Tesque Inc.) for 24 h. For RNA extraction, the medium was then changed to high‐glucose DMEM (Cat no. 09891, Nacalai Tesque Inc.), and after 0, 15, 30, and 60 min, cells were washed using PBS, and RNA was extracted for qPCR. For cell count analysis, the medium was changed to high‐glucose DMEM (Cat no. 09891, Nacalai Tesque Inc.), followed by cell counting at 7 dpt.

### 4.16 Cell Treatment and Immunochemistry

For cell death analysis, cells were seeded at 2 × 10^5^ cells/well in 6‐well plates for 24 h followed by medium change containing DMSO, Tunicamycin, 4μ8C, NMS‐873, or no‐glucose DMEM for 5 days. Doxorubicin HCl (040‐21, 521, FUJIFILM Wako Pure Chemical Co.) treatment for 2 days was used as a positive control for cell death. After treatment, cells were washed in PBS followed by fixation in 4% PFA in PBS for 15 min, and then washed with PBS, PBST 0.1%, and PBS for 5, 20, and 5 min, respectively, followed by blocking with 3% FBS in PBS for 1 h at 4°C and first antibody staining using anti‐cleaved caspase‐3 (Asp175) (9661 s, Cell Signaling Technology) 1:4000 in PBS overnight at 4°C. Wells were washed with PBS thrice for 5 min each followed by secondary antibody staining using goat anti‐rabbit IgG AF488 1:4000 for 2 h at RT, and nuclear staining with Hoechst 33342 1:4000 for 20 min at RT. Wells were washed with PBS twice for 5 min followed by imaging using a water immersion lens. For PCNA analysis, cells were seeded at 2 × 10^5^ cells/well on a cover glass inside a 6‐well plate for 24 h followed by tunicamycin treatment for 4 h, or 4μ8C, or NMS‐873 as described above. Cells were then washed in PBS and fixed using 4% PFA in PBS for 15 min. Cover glasses were washed using PBS and transferred to cover glass staining jars for antigen retrieval using Dako target retrieval solution, citrate pH 6 at 95°C for 10 min followed by PBS and PBST 0.1% wash and antibody staining as described above.

### 4.17 *N. furzeri* Treatment

For tunicamycin, animals were submerged in either 1 μg/mL tunicamycin or DMSO diluted in system water, placed in separate containers for 24 h, and then followed by tissue collection as described previously. For NMS‐873, 2‐week‐old fish larvae were submerged in either 2.5 nM NMS‐873 or DMSO diluted in system water, placed in separate containers for 4 days, followed by a medium change daily with brine shrimp given once every day, and larvae were collected and fixed as described previously.

### 4.18 Generation and Confirmation of Ire1 Knockout Embryos

The sgRNA targets listed in Table S2 were retrieved from NCBI Gene IDs (*ern1*:107376527, *ern2*:107388775). To induce frameshift mutations, target sites were selected using the chop‐chop program based on protein‐coding sequences for each gene that did not overlap with other genomic sequences. sgRNA and oligonucleotide synthesis, injections at the 1‐cell stage, and DNA digestion efficiency were performed as previously described (Oginuma et al. 2022). RNA expression of *ern1* and *ern2* was confirmed using qRT‐PCR as described above.

### 4.19 Photo‐Isolation Chemistry Spatial Transcriptome Analysis

Aged *N. furzeri* were treated with tunicamycin, whereas control young and aged *N. furzeri* were treated with DMSO, as described above. *N. furzeri* trunk and fin were fixed and sectioned as described above. Spatial transcriptome analysis using photo‐isolation chemistry was performed as previously described (Honda et al. 2021). Sections were permeabilized in TE buffer preheated to 70°C for 1 h in a staining jar and then cooled down in PBS for 3 min. Reverse transcription was performed by adding UV‐responsive 6‐nitropiperonyloxymethyl‐caged reverse transcription primers containing a T7 promoter, unique molecular identifiers (UMIs), multiple barcodes, and a poly T sequence to the trunk and fin sections. Immunofluorescence for p63 was performed as described above to visualize the epidermal basal layer after UV irradiation. p63‐positive cells in the epidermal basal layer were irradiated with UV light for 3 min using a Digital Micromirror Device (Polygon 1000‐G, Mightex) to uncage 6‐nitropiperonyloxymethyl moieties from the reverse transcription primers. Total tissue lysates were collected and purified using 20 mg/mL proteinase K. Second‐strand DNA was synthesized using the nick translation method. The synthesized cDNAs were transcribed into RNAs using a T7 Transcription Kit in vitro. After the collection of epidermal basal layer‐specific cRNAs, the RNAs were reverse‐transcribed, followed by paired‐end sequencing on an Illumina platform (Read 1: UMIs and barcode, Read 2: cDNA). Sequences were separated by sample barcodes using UMI tools, mapped to the reference genome using HISAT2, and used to generate UMI count data assigned to the genes.

DEGs were extracted using DESeq2 (FDR = 0.5). DESeq2 was also used to transform the count data into regularized log data before performing PCA using the R‐prcomp function. Enrichment maps were constructed with Cytoscape 3.9 and the BiNGO plug‐in using the default settings. The degree of enrichment for each GO was assessed at *p* < 0.5. GSEA was performed on normalized counts of the RNA‐seq datasets. The GO enrichment analysis was performed using ShinyGO 0.77 (Ge et al. 2020). Clusters of functionally related enriched GO terms were identified manually.

### 4.20 Lactate Assay

Dorsal fins from 1.5 month to 4 month *N. furzeri* were lysed using a bio‐masher in 0.5% Tirton‐X in PBS, then centrifuged, and the supernatant was collected. Total protein was measured using the BCA assay in accordance with the Pierce BCA Protein Assay kit (Cat no. 23225, Thermo Fisher Scientific), followed by a lactate assay using the Lactate Assay Kit‐WST (Cat no. L256, Dojindo Laboratories Co. Ltd., Mashikimachi, Japan).

### 4.21 Glucose Assay

Dorsal and ventral fins from 1.5 month to 4 month *N. furzeri* were lysed using a bio‐masher in homogenization buffer according to the kit manufacturer, then centrifuged and the supernatant was collected, followed by a glucose assay using the Glucose‐Glo Assay (Cat no. J6021, Promega Co. Ltd., Madison, WI USA). Total protein was measured from the sample diluted in 0.5% Triton using the BCA assay in accordance with the Pierce BCA Protein Assay kit (Cat no. 23225, Thermo Fisher Scientific).

### 4.22 Microscopic Imaging and Image Analysis

Imaging was performed using an Olympus FW3000 confocal laser scanning microscope with SV‐3000 software (Olympus, Tokyo, Japan). The interval for each focal plane was 2 μm. For analysis of the epidermis, several images were captured from the dorsal and ventral fins, covering a total length of approximately 1–1.5 mm (approximately 20%–30% of the total fin length), measured from the trunk. Images in Figure S1E were captured using a fluorescence stereomicroscope M205FA with Las‐X software (Leica Microsystem GmbH, Wetzlar, Germany), and images in Figure S4A,B were captured using BZ‐X810 (Keyence, Osaka, Japan). Confocal images were captured in a single plane with either a 10× or 20× objective lens. The number of nuclei, PCNA‐ and p63‐positive cells, active caspase‐3‐ and FK1‐positive foci, and the intensity/area (μm^2^) of GFP and E‐cadherin levels were measured using ImageJ software. All the images were minimally processed using brightness and contrast adjustments. Adjustments were applied equally across the entire image and the controls. Regions of interest were selected by a segmented line based on the anatomical features of each region or were randomly selected.

### 4.23 Quantification and Statistical Analysis

All data are represented as mean ± s.d. Two‐tailed unpaired Student's *t*‐test was used to compare data between two independent groups, and Dunnett's multiple comparison ANOVA was used to compare data between more than two independent groups. All data were analyzed using the Prism 8 software (GraphPad). The *p* value was used to define the significance of the differences between the groups. Statistical *p* was set less than 0.05; the groups were identified as significantly different. The numbers of biological replicates are listed in the figure legends. *p* values or asterisks indicate differences in the figures.

## Author Contributions

Conception and design: D.S., K.Ab., and T.I. wrote the main manuscript text; D.S., K.Ab., M.H., H.O., K.As., E.K.N., S.O., Y.O., and T.I. analyzed the data; D.S., K.Ab., H.O., and T.I. prepared the figures. All authors have reviewed the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Appendix S1:** acel70258‐sup‐0001‐AppendixS1.pdf.

## Data Availability

The data that support the findings of this study are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE287914.

# Supplementary material for: ER Stress Ire1‐Xbp1s Pathway Maintains Youthful Epidermal Basal Layer Through the Regulation of Cell Proliferation
**Source:** Aging Cell. 2025 Oct 12;24(12):e70258. doi: 10.1111/acel.70258
**Supplement:** Supplementary file 1 — Appendix S1: acel70258‐sup‐0001‐AppendixS1.pdf.

1 **Supporting Information**

2 **ER stress Ire1-Xbp1s pathway maintains youthful epidermal basal layer**  
3 **through the regulation of cell proliferation**

4

5 • **Supplemental Data Figures S1-S8**

6 • **Supplemental Data Tables 1-2**

7

8 Supplemental Data Figures S1-S5  
9

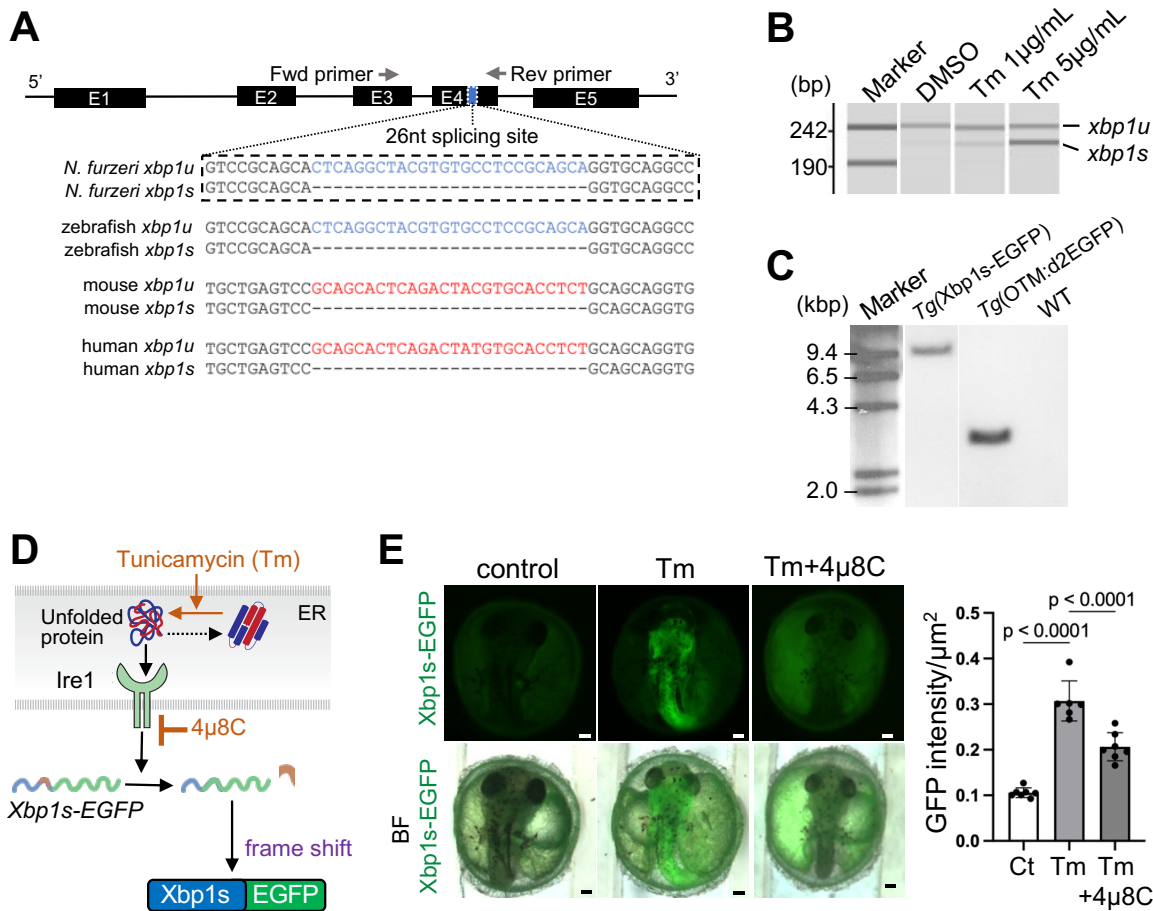

10  
11  
12 **Figure S1. Establishment of Xbp1s-GFP reporter-transgenic *N. furzeri*.**

13 (A) A 26-nt intron of *xbp1* transcript spliced out in *N. furzeri*, similar to that in zebrafish, mice and  
14 humans. The 26-nt *xbp1* intron sequence and its surrounding sequences in *N. furzeri* were identical to  
15 those in zebrafish.

16 (B) *xbp1* un-spliced (*xbp1u*) and spliced variant (*xbp1s*) from *N. furzeri* embryos after treatment with  
17 DMSO (control) or tunicamycin (Tm).

18 (C) Southern blot showing that Tg(*xbp1s*-GFP) carries a single-copy reporter. The established zebrafish  
19 reporter Tg(OTM:d2EGFP) and wild type *N. furzeri* (GRZ) were used as positive and negative controls,  
20 respectively.

21 (D) Schematic diagram of the action mechanisms of Tunicamycin and 4µ8C.

22 (E) Representative image and quantification of GFP intensity (E) in 10 days post fertilisation (dpf)  
23 embryos treated with DMSO and Tunicamycin (Tm) (5 µg/mL) without or with 4µ8C (2.5 mM). Scale  
24 bars, 100 µm. Values are mean ± s.d. (*n*=7, 6, 7); *p* = Dunnett's multiple comparisons of one-way  
25 ANOVA to tunicamycin-treated samples.

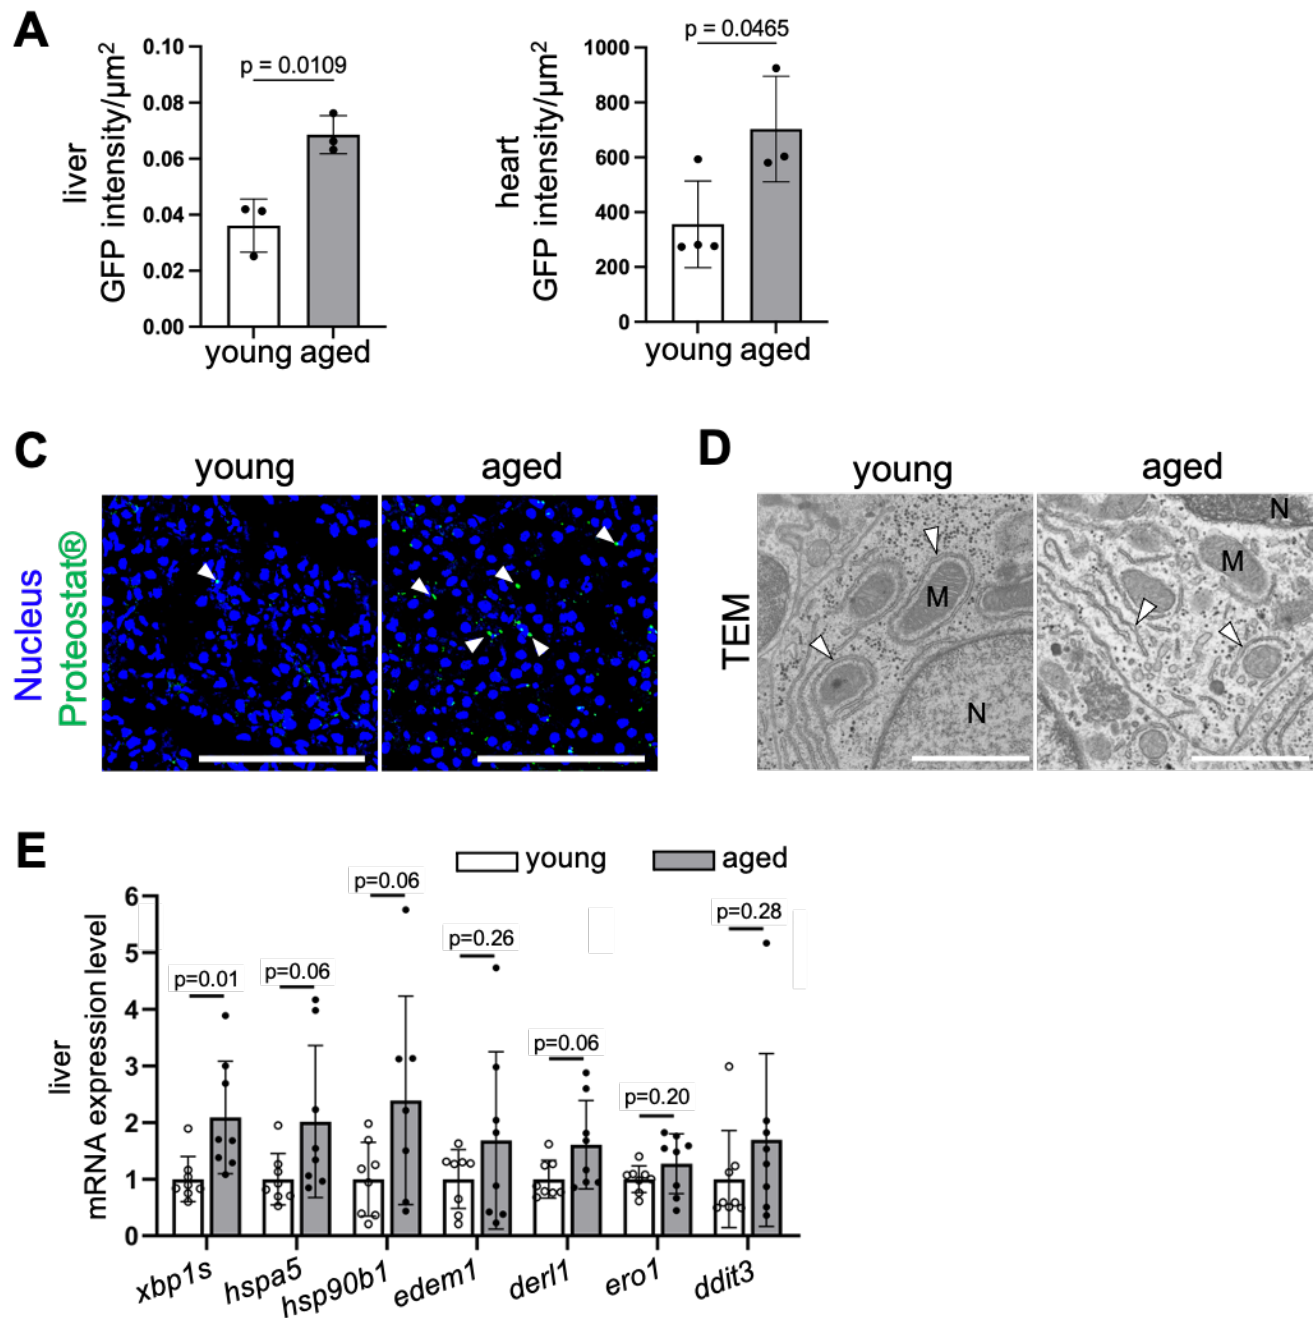

**Figure S2. Chronic ER stress occurs in aged *N. furzeri* liver.**

(A and B) Ire1-Xbp1s activity increases in the liver and heart with age. Quantification of GFP intensity in the liver (Figure 1C) (A) and heart (Figure 1D) (B). Values are mean  $\pm$  s.d.,  $n = 3$  each for (A) and 4 and 3 for young and aged samples for (B);  $p =$  Student's  $t$ -test.

(C) Accumulation of unfolded proteins in the aged liver. Representative images of unfolded protein staining using Proteostat in the young and aged liver, white arrowheads show protein aggregates. Scale bars, 100  $\mu\text{m}$ .

34 (D) ER fragmentation and expansion in the aged liver, suggesting ER stress. Representative images of  
35 transfer electron microscopy (TEM) of young and aged livers; white arrowheads show ER. Scale bars, 2  
36  $\mu\text{m}$ .

37 (E) Expression of ER stress-response target genes encoding chaperone proteins (*hspa5* and *hsp90b1*),  
38 ER degradation machinery proteins (*edem1* and *der11*), ER oxidase (*ero1*), cell cycle arrest, and  
39 apoptosis-inducing transcription factor (*ddit3*) is upregulated in the aged liver. mRNA expression  
40 levels in young and aged *N. furzeri* are shown as fold-change relative to young *N. furzeri*. Values are  
41 mean  $\pm$  s.d.,  $n = 8$  each;  $p =$  Student's *t*-test.

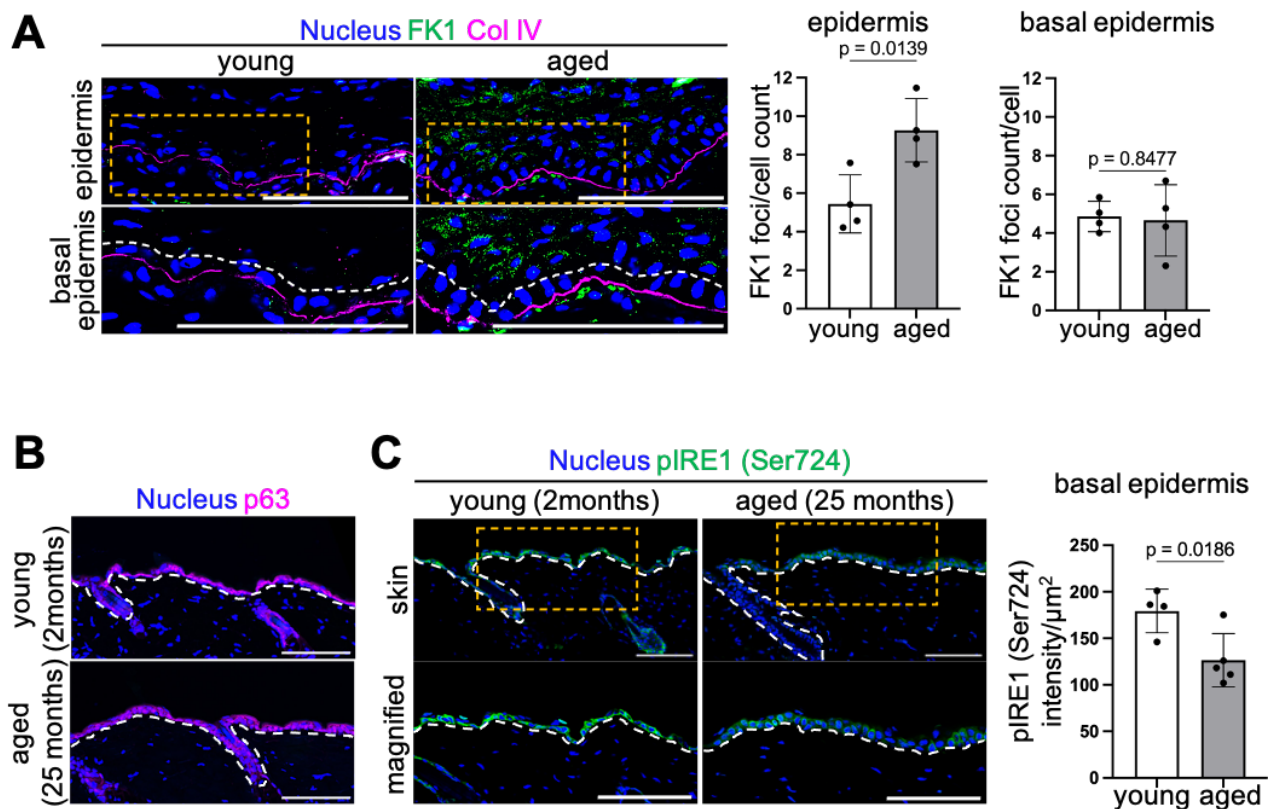

**Figure S3. Unfolded protein accumulation in the epidermis of *N. furzeri* and the decline of Ire1-Xbp1s activity in the epidermal basal layer of aged mouse.**

(A) Unfolded protein accumulates in the upper layer of aged epidermis, but not in the basal layer. Representative images of FK1 poly-ubiquitin staining in young (1.2 month) and aged (4 month) *N. furzeri* fin epidermis, and FK1 foci/cell count. Col IV (Collagen type IV) was used as a basement membrane marker. Yellow dashed lines indicate basal epidermis areas shown in the bottom panels. Scale bars, 100  $\mu\text{m}$ . Values are mean  $\pm$  s.d.,  $n = 4$ ;  $p =$  Student's  $t$ -test.

(B and C) The activity of Ire1-Xbp1s pathway in the basal layer of mouse epidermis declines with age, similar to that in *N. furzeri*. The location of epidermal basal layer in young (2 months) and aged (25 months) mouse tail epidermis was confirmed by anti-p63 staining (B). Representative images of anti-phospho-IRE1 (pIRE1) (Ser724) staining in young (2 months) and aged (25 months) mouse tail epidermis, and intensity/area ( $\mu\text{m}^2$ ) measurement (C). Yellow dashed lines indicate epidermis areas shown in the bottom panels and white dashed line indicate the border between epidermis and dermis. Scale bars, 100  $\mu\text{m}$ . Values are mean  $\pm$  s.d.,  $n = 4$  and 5 for young and aged samples;  $p =$  Student's  $t$ -test.

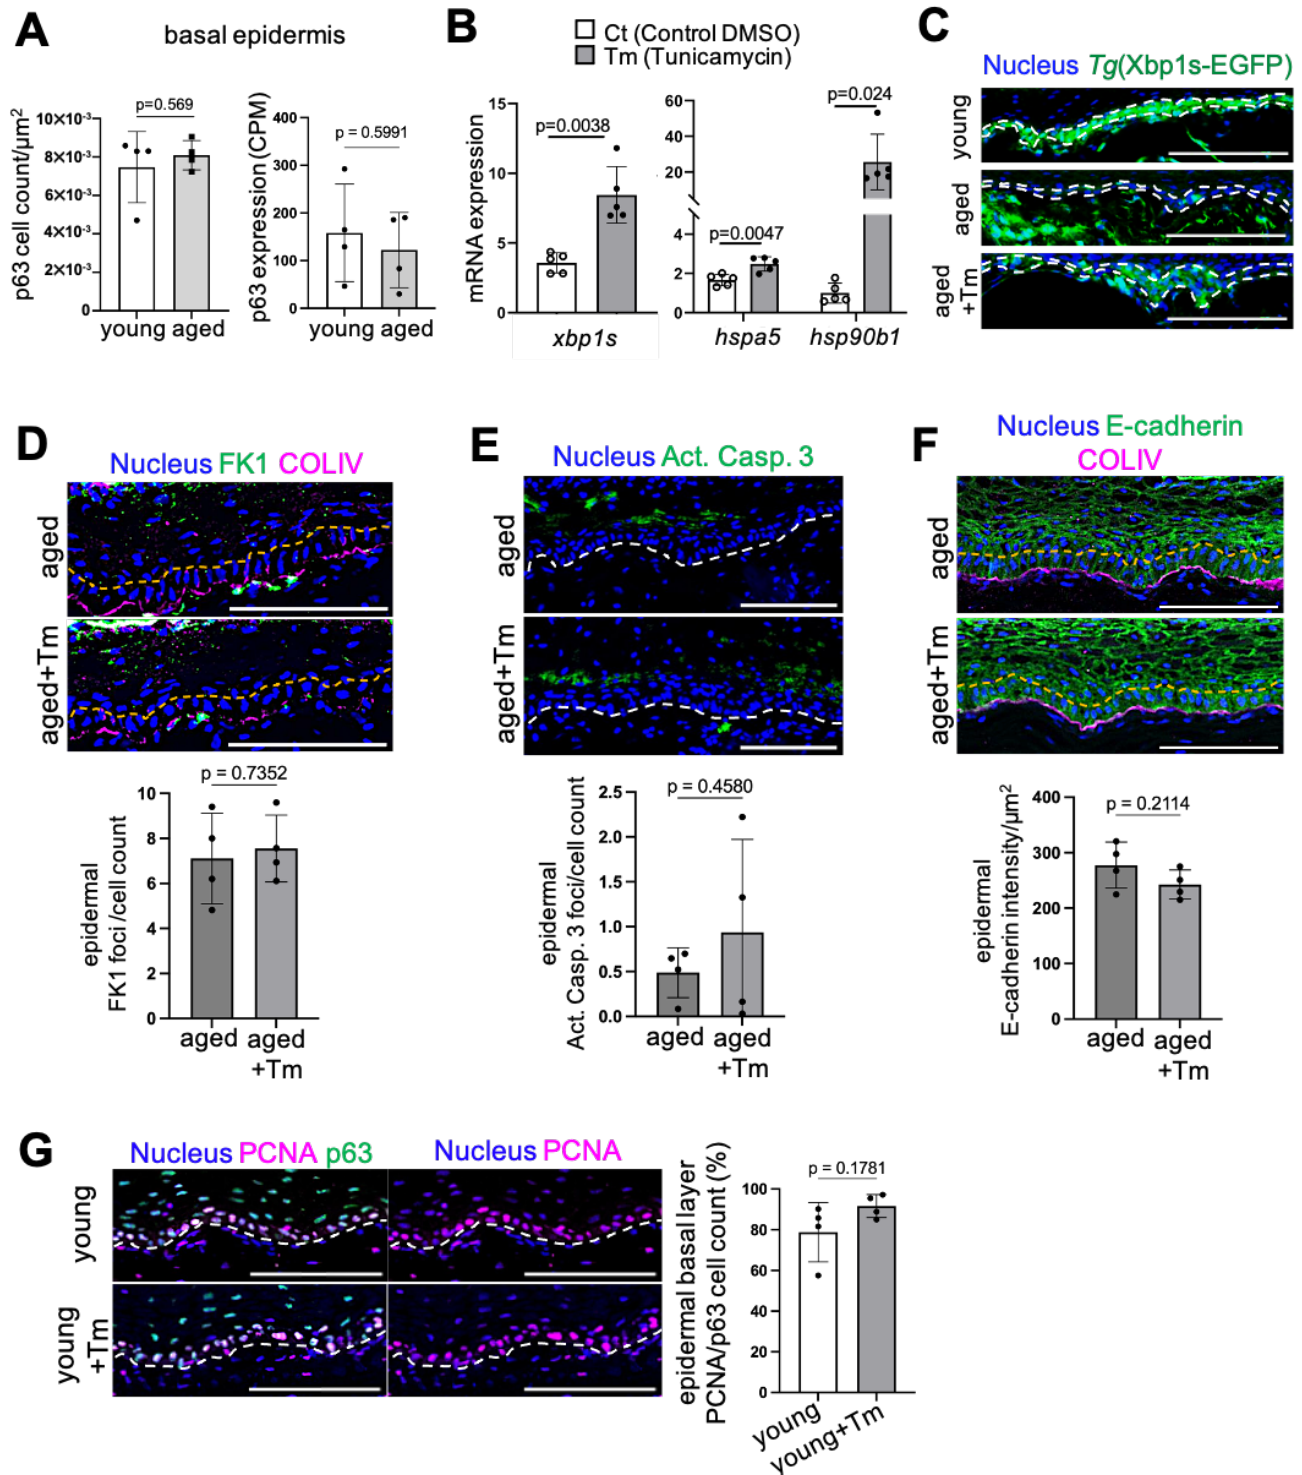

**Figure S4. Forced activation and suppression of ER stress-response in *N. furzeri*.**

(A) p63-positive cell number and p63 expression levels do not change in the basal layer of epidermis during aging. 

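In the PIC libraries, tp63 (ENSNFUG00015016206) had 1072 ± 484 CPM in young (SD, n = 4) and 911 ± 461 CPM in aged samples (n = 4), from 709 and 606 counts over the libraries of each group. The difference was smaller than the spread between libraries (two-sided exact permutation test, p = 0.629). The log2 fold change in aged over young was −0.28 (SE 0.67, adjusted p = 0.996 from edgeR). Its sign was set by single libraries, with 0.067 without young replicate 1 and 0.024 without aged replicate 1. In aged (Tm) samples, tp63 had 1490 ± 217 CPM (SD, n = 3).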

Cell count/area ( $100\mu\text{m}^2$ ) of p63-positive cells (left) and expression level of *tp63* gene encoding p63 protein (right) in the young and aged basal layer epidermis. *tp63* expression data were

63 obtained from the PIC RNA-seq analysis. CPM = count per million; values are mean  $\pm$  s.d.,  $n = 4$ ;  $p =$   
64 Student's  $t$ -test.

65 (B) Transient treatment with tunicamycin increases endogenous mRNA levels of *xbp1s* and ER stress-  
66 response-related chaperones, *hspa5* and *hsp90b1* in the entire aged epidermis. The relative expressions  
67 are shown. Values are mean  $\pm$  s.d.,  $n = 5$ ;  $p =$  Student's  $t$ -test.

68 (C) Transient treatment with tunicamycin increases Xbp1s-EGFP reporter activity in the aged epidermal  
69 basal layer. GFP expression in the epidermal basal layer of young, aged, and aged Tm fins in *Tg(Xbp1s-*  
70 *GFP)*. Scale bars, 100  $\mu$ m.

71 (D-F) Transient activation of ER stress-response did not induce significant damages to epidermal cells.  
72 Representative images of FK1 poly-ubiquitin staining and FK1 foci/cell count (D), active caspase 3 and  
73 foci/cell count (E), and E-cadherin and intensity measurement (F) in aged (4.2 month) and tunicamycin-  
74 treated aged (aged+Tm) *N. furzeri* fin epidermis. Yellow and white dashed lines indicate the border  
75 between supra-basal and basal epidermis, and epidermis and dermis, respectively. Scale bars, 100  $\mu$ m.  
76 Values are mean  $\pm$  s.d.,  $n = 4$ ;  $p =$  Student's  $t$ -test.

77 (G) Forced activation of ER stress-response in young *N. furzeri*. Representative images and  
78 quantification of PCNA-positive cells in young and tunicamycin-treated young (young Tm) *N. furzeri*  
79 fins normalized to p63. Scale bars, 100  $\mu$ m. Values are mean  $\pm$  s.d.,  $n = 4$ ;  $p =$  Student's  $t$ -test.

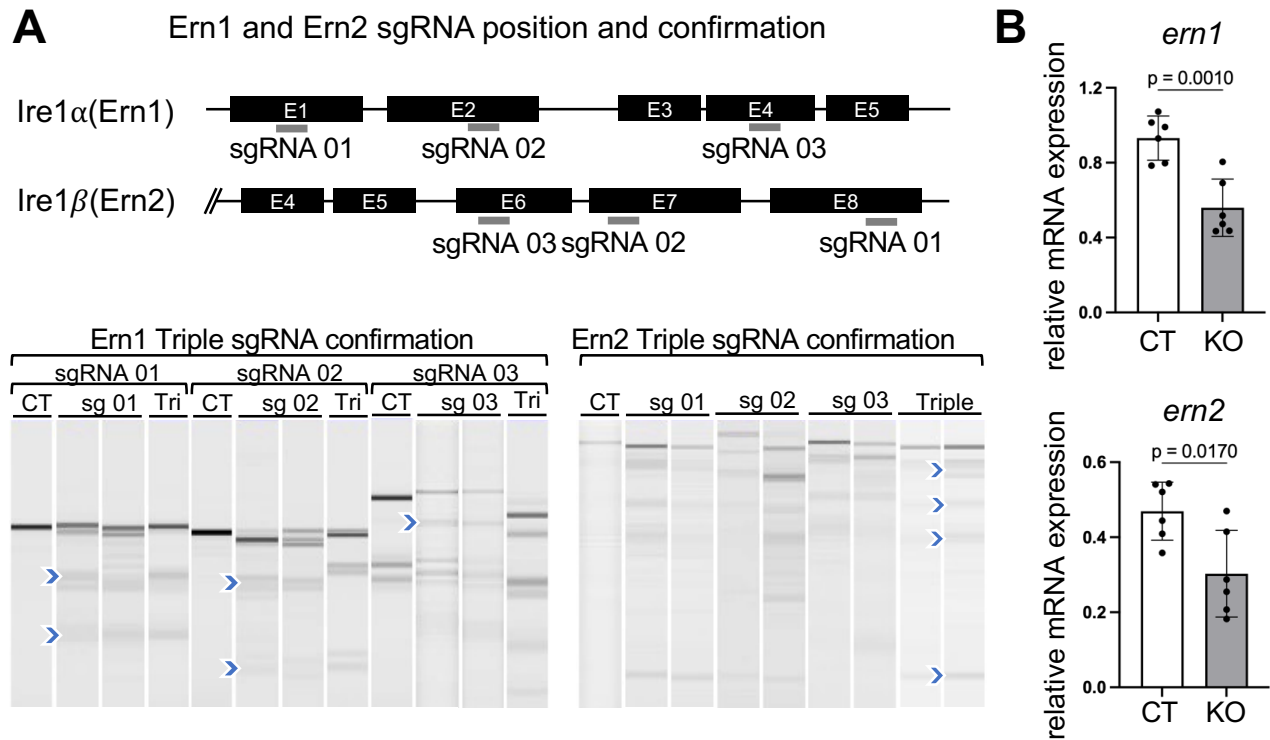

**Figure S5. Triple-CRISPR-Cas9 KO of *ern1* and *ern2* genes in *N. furzeri*.**

(A) Single guide RNA (sgRNA) design for triple CRISPR-Cas9 knock-out (KO) of Ire1 $\alpha$  and Ire1 $\beta$  coding genes *ern1* and *ern2* and confirmation of single (sg 01, sg 02, and sg 03) and triple (Tri) *ern1* and *ern2* sgRNA compared to uninjected control (CT) in 5–7 days post injection embryos.

(B) Confirmation of mRNA expression of *ern1* and *ern2* in knock-out (KO) compared to control (CT) in 14 days post injection embryos. Values are mean  $\pm$  s.d.,  $n = 6$ ;  $p =$  Student's  $t$ -test.

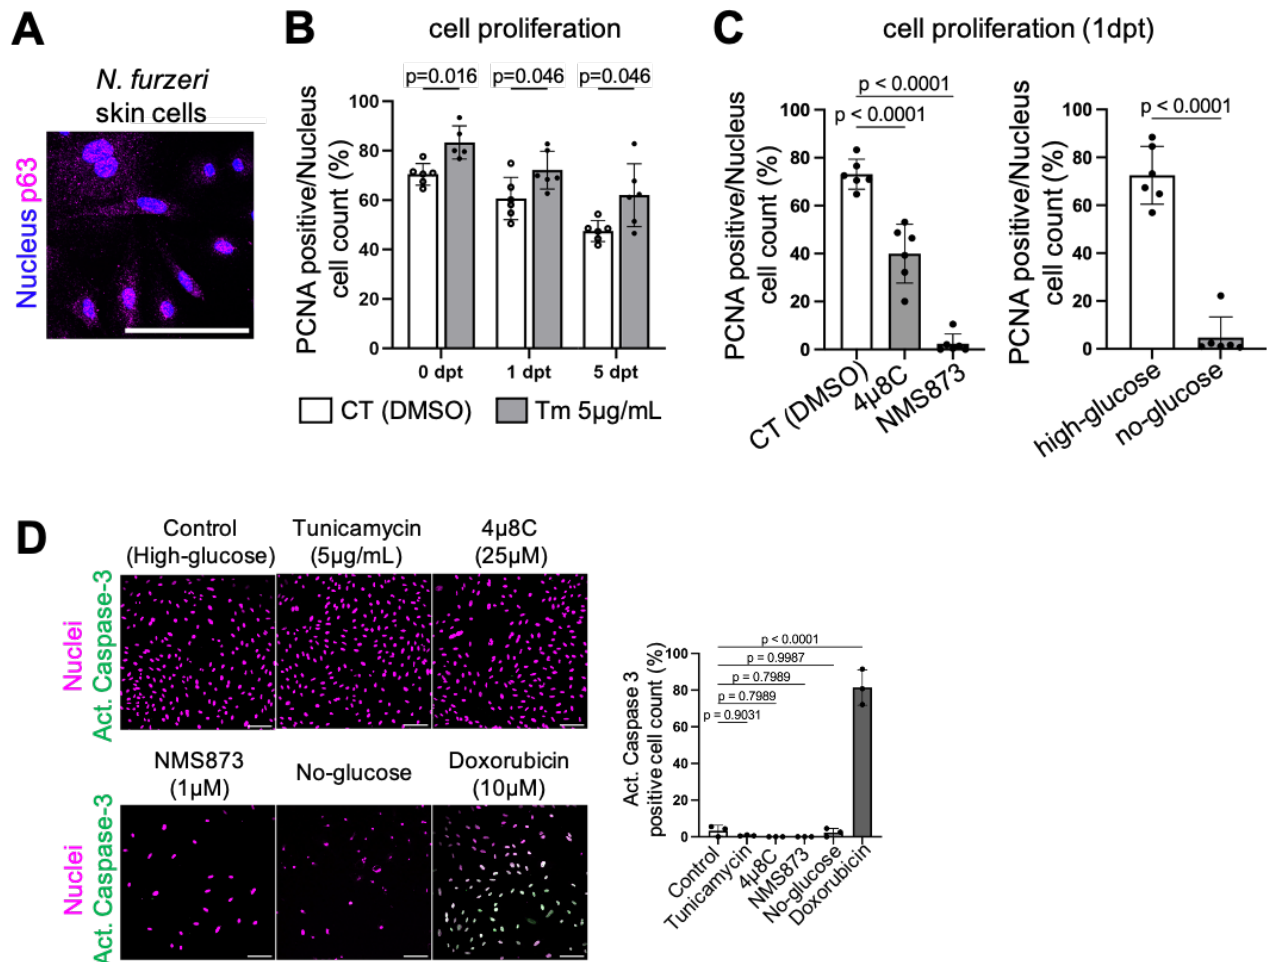

**Figure S6. Confirmation of cell death and proliferation in drug-treated *N. furzeri* skin cells.**

(A) *N. furzeri* epidermal cultured cells expressing p63 stem cell markers. Immunostaining for p63 protein. Scale bars, 100 μm.

(B) Glucose level change and treatment with tunicamycin, 4μ8C, or NMS873 does not induce apoptosis in *N. furzeri* skin cells. Active (Act.) caspase-3-positive cell counts of *N. furzeri* skin cells treated with high glucose (control), tunicamycin, 4μ8C, NMS873, no-glucose, or doxorubicin (cell death inducer). Scale bars, 100 μm; Values are mean ± s.d., *n* = 6; *p* = Dunnett's multiple comparisons of one-way ANOVA to control (high-glucose) sample.

(C) PCNA-positive cell counts of *N. furzeri* skin cells treated with tunicamycin at 0-, 1-, and 5-days post-treatment. Values are mean ± s.d., *n* = 6; *p* = multiple unpaired Student's *t*-test to control (DMSO) sample.

(D) PCNA positive cell count of *N. furzeri* skin cells treated with 4μ8C or NMS873 compared to control (CT) DMSO, and no-glucose treatment compared to high-glucose (4.5 g/L) at 1-day post-treatment. Values are mean ± s.d., *n* = 6; *p* = Dunnett's multiple comparisons of one-way ANOVA to control (DMSO) for 4μ8C or NMS873, and *p* = Student's *t*-test to high-glucose for no-glucose.

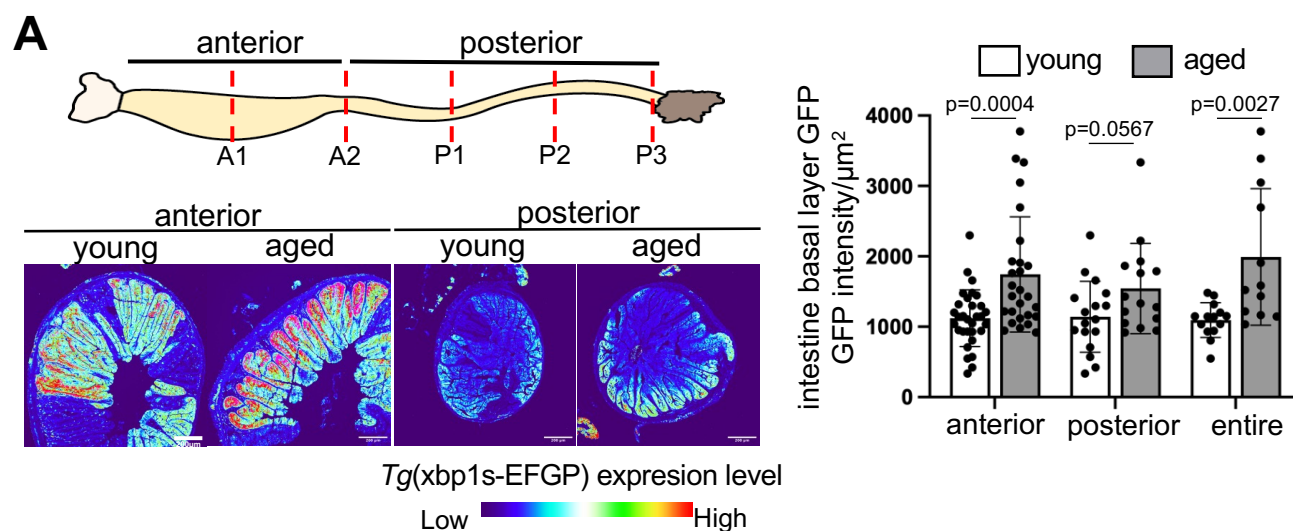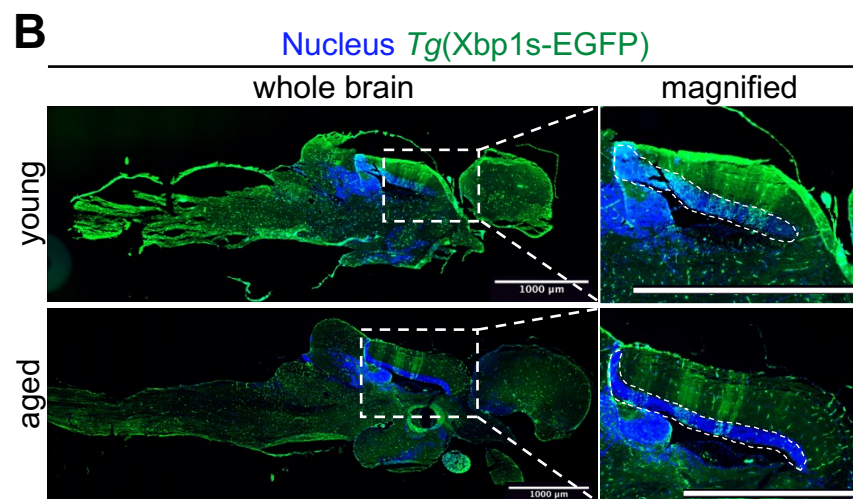

**Figure S7. Age-dependent change of Ire1-Xbp1s activity in *N. furzeri* intestine and brain.**

(A) Age-dependent activation of Ire1-Xbp1s activity in *N. furzeri* intestines. Representative images of GFP expression in anterior and posterior intestines of young and aged *Tg(Xbp1s-GFP)*. Scale bars, 100  $\mu\text{m}$ . Values are mean  $\pm$  s.d.,  $n$  (slice) = 17 and 15 (anterior), 14 and 19 (posterior),  $N$  (sample) = 5 and 4 for young and aged subjects, respectively;  $p$  = Student's  $t$ -test.

(B) Age-dependent inactivation of Ire1-Xbp1s activity in *N. furzeri* brain. Representative images of green fluorescent protein (GFP) expression in the brain and proliferative mesencephalic regions of young and aged *Tg(Xbp1s-EGFP)*. Scale bars, 100  $\mu\text{m}$ .  $N=2$ .

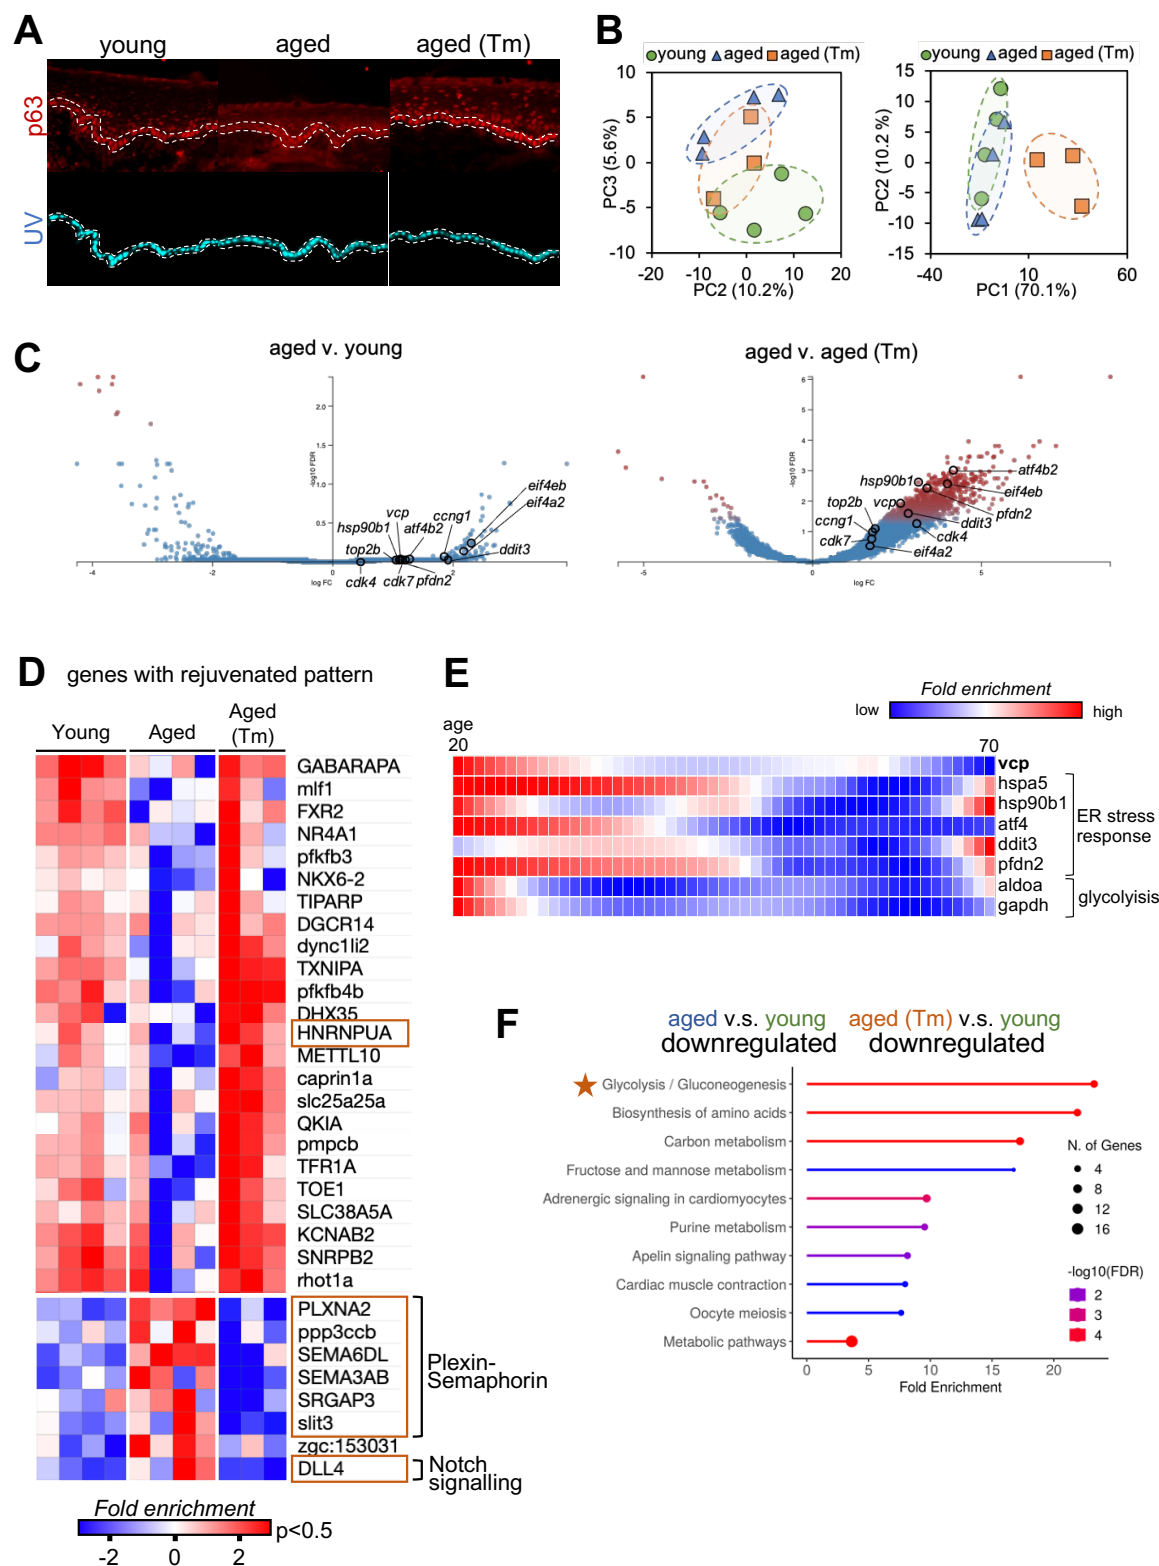

**Figure S8. Spatial transcriptome using photo-isolation chemistry (PIC) and pathway analysis in the epidermal basal layer.**

(A) p63 immunostaining and UV irradiation area in PIC samples.

118 (B) Transcriptomic patterns differ between young and aged epidermal stem cells, but tunicamycin  
119 treatment makes aged patterns closer to young ones. PCA analysis of the transcriptome in the basal layer  
120 of the fin showed genes that were rejuvenated to youthful conditions in tunicamycin-treated aged (aged  
121 Tm) *N. furzeri* in PC2 and PC3, whereas changes in gene expressions caused by cellular stress after  
122 tunicamycin treatment are shown in PC1 and PC2 analyses. n=4, 4, and 3 for young, aged, and aged  
123 samples, respectively (Tm).

124 (C) Volcano plot of DEGs, indicating genes that were shown in Figure 3B.

125 (D) Genes with rejuvenated pattern after tunicamycin treatment in aged killifish not related to ER stress  
126 response or cell cycle regulation. Upregulated genes include *hnrnpu*, and downregulated genes includes  
127 Plexin-Semaphorin (*plxna2*, *sema6dl*, and *sema3ab*) and Notch signalling (*dll4*) after tunicamycin  
128 treatment.

129 (E) Transcriptome of DEGs in human suprapubic skin. Similar to *N. furzeri*, the expression of *vcp*, ER  
130 stress-response-related genes, and glycolysis-related genes is downregulated with age in human skin.

131 (F) GO term analysis of genes that were downregulated in aged and aged Tm compared with young  
132 epidermal basal layer.  
133

134

Table 1. List of primers used in this study.

| Primer sequence (5'→3')                                    | Source  | Name                                |
|------------------------------------------------------------|---------|-------------------------------------|
| <b>qPCR primers</b>                                        |         |                                     |
| TTCTGAGTCCGCAGCAGGTGCAGG                                   | Eurofin | <i>xbp1s</i> F                      |
| GGCCCAGTAGCAAATCAG                                         | Eurofin | <i>xbp1s</i> R                      |
| CGGTTGGAGGGTTTAGTCCT                                       | Eurofin | <i>tbp</i> F                        |
| GCAAGACGATTCTGGGTTTG                                       | Eurofin | <i>tbp</i> R                        |
| TTATCGTAAACGGTACTGGG                                       | Eurofin | <i>hspa5</i> F                      |
| ATTCTGACTCATCACTGTCG                                       | Eurofin | <i>hspa5</i> R                      |
| TACTATGCCAGCCAGAAGAA                                       | Eurofin | <i>hsp90b1</i> F                    |
| CGTCTCAAACAGAACCACT                                        | Eurofin | <i>hsp90b1</i> R                    |
| CCGTTCTATTTGCACGTTG                                        | Eurofin | <i>edem1</i> F                      |
| CATGCGATCCTCTTTGGATT                                       | Eurofin | <i>edem1</i> R                      |
| ATTATCTACCGTGGGTCATC                                       | Eurofin | <i>der11</i> F                      |
| ATGGGATACTTGTACATCAGG                                      | Eurofin | <i>der11</i> R                      |
| ACTGGCTTTCCTCAACATC                                        | Eurofin | <i>erol</i> F                       |
| TTCAATCTGTCGCTCTGAAA                                       | Eurofin | <i>erol</i> R                       |
| AGGATATTCTGGGCTCTGAT                                       | Eurofin | <i>ddit3</i> F                      |
| ATGTCTGGTTTCCATCAGTC                                       | Eurofin | <i>ddit3</i> R                      |
| ACTAACACATCTGCACTCTC                                       | Thermo  | <i>ern1</i> F                       |
| CCGAAGTCTGAGATCATAGC                                       | Thermo  | <i>ern1</i> R                       |
| CAAATGATCGATGCTGATGC                                       | Thermo  | <i>ern2</i> F                       |
| TCCTTCTCTATTCGGTCACT                                       | Thermo  | <i>ern2</i> R                       |
| <b><i>Tg(xbp1<sup>lTJ</sup>)EGFP</i> construct primers</b> |         |                                     |
| GCGAGAGAAAACGAGCAGTC                                       | Eurofin | endogenous <i>xbp1</i> F            |
| GTCAGGACCATCCGTATCCA                                       | Eurofin | endogenous <i>xbp1</i> R            |
| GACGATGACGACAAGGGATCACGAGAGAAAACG<br>AGCAGTCTG             | Eurofin | flag site F                         |
| TGCTCACCATGTCAGGACCATCCGTATCC                              | Eurofin | flag site R                         |
| TGGTCCTGACATGGTGAGCAAGGGCGAGG                              | Eurofin | EGFP F                              |
| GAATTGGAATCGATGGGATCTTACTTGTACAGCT<br>CGTCCATGCC           | Eurofin | EGFP R                              |
| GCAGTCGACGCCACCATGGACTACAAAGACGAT<br>GA                    | Eurofin | Tol2 OlActB <i>InFusion</i> F       |
| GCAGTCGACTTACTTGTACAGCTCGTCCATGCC                          | Eurofin | Tol2 OlActB <i>InFusion</i> R       |
| <b>Genotyping primers</b>                                  |         |                                     |
| CCCTTGCTCACCATGTCAGG                                       | Eurofin | <i>Tg(xbp1<sup>lTJ</sup>)EGFP</i> F |
| GGGGATCGGGTCTTCTGAGT                                       | Eurofin | <i>Tg(xbp1<sup>lTJ</sup>)EGFP</i> R |

135

136

**Table 2.** List of CRISPR oligonucleotides and primers used in this study.

| Primer sequence (5'→3')                                       | Source  | Name                       |
|---------------------------------------------------------------|---------|----------------------------|
| <b>CRISPR oligonucleotide</b>                                 |         |                            |
| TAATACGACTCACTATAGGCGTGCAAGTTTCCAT<br>CCAGTTTTAGAGCTAGAAATAGC | Eurofin | ERN1 <i>sgRNA01</i>        |
| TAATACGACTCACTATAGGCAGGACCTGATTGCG<br>CCCGTTTTAGAGCTAGAAATAGC | Eurofin | ERN1 <i>sgRNA02</i>        |
| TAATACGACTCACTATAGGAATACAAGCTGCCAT<br>CGTGTTTTAGAGCTAGAAATAGC | Eurofin | ERN1 <i>sgRNA03</i>        |
| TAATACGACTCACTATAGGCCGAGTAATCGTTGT<br>ACGGTTTTAGAGCTAGAAATAGC | Eurofin | ERN2 <i>sgRNA01</i>        |
| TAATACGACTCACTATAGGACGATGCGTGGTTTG<br>TAGGTTTTAGAGCTAGAAATAGC | Eurofin | ERN2 <i>sgRNA02</i>        |
| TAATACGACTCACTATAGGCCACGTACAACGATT<br>ACTGTTTTAGAGCTAGAAATAGC | Eurofin | ERN2 <i>sgRNA03</i>        |
| <b>Confirmation primers</b>                                   |         |                            |
| CTATGTAACCACCCACGGCTC                                         | Eurofin | ERN1 <i>sgRNA01</i> conf F |
| CTACAGAACAGGGAACAGAGAGG                                       | Eurofin | ERN1 <i>sgRNA01</i> conf R |
| CAGGTTTATCTAATCGCGCAGC                                        | Eurofin | ERN1 <i>sgRNA02</i> conf F |
| GCTTTGCAGTGCCAGCAC                                            | Eurofin | ERN1 <i>sgRNA02</i> conf R |
| GACTCAAAGAACCCTGAAAACCAA                                      | Eurofin | ERN1 <i>sgRNA03</i> conf F |
| CCAGTTCTTCAGGTCCCCAC                                          | Eurofin | ERN1 <i>sgRNA03</i> conf R |
| GTTCTGATGGCGTCCTTTATACAG                                      | Eurofin | ERN2 confirmation F        |
| CGTAGTTCTGAGTCCACAGGAC                                        | Eurofin | ERN2 confirmation R        |

How the deposited data were processed for this re-analysis (not part of the article)

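UMI counts per gene were measured by PIC in p63-positive cells of the basal layer of N. furzeri fin sections, in 4 young, 4 aged and 3 aged (Tm) libraries. Aged (Tm) animals received tunicamycin at 1 µg/mL for 24 h according to the paper's methods, and the sample labels describe this time as one night. The authors separated the sequences by barcode with UMI-tools, mapped them with HISAT2 and assigned UMI counts to genes. The deposited table holds whole counts without normalization for 22954 genes, 21309 of them protein coding and 907 lncRNA. It has no symbol for 7487 genes, and 853 entries share a symbol with another, so genes with a shared symbol were kept apart by identifier. The paper's text names neither the genome build used for mapping, the annotation, the length of the UMIs nor the versions of the tools. A reference genome was not used here, so bias by gene length or GC content and reads shared between related genes were not tested.

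Total counts per library ranged from 35366 to 705538, with means of 144470 in young, 133701 in aged and 457235 in aged (Tm) samples. Few counts per gene and library limit the precision for most genes. The means of genes detected were 13144 in young, 14444 in aged and 15099 in aged (Tm) libraries. After each library was thinned at random to 35366 counts they were 8074, 9640 and 5907. The labels give 1 library name for the replicates of each condition; where conditions were prepared as separate libraries, that difference cannot be told apart from the condition.

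Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, two-sided) in 1 fit of all 11 libraries, with TMM normalization, the filter filterByExpr by group (3963 genes) and Benjamini-Hochberg adjustment. The paper states an FDR of 0.5 in its methods, 0.1 in the legend of Fig. 3B and a p of 0.05 in its statistics section. The threshold of Fig. 3B was used, and the others were run as alternatives. The paper's methods name DESeq2 for this step, which was run as an alternative (DESeq2 1.42.0, with its own size factors and independent filtering), as was limma voom (limma 3.58.1). These choices, the alternatives and the rule for named genes were fixed before the data were examined. The rule names each gene of the paper's text and of Figs. 3B, 5A, S4A, S8C and S8D with the same symbol in the table, genes of the ER stress response and of proliferation, and the 5 highest and 5 lowest log2 fold changes among genes past the threshold whose groups do not overlap. hnrnpua was taken for hnrnpu, which the table lacks.

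Group means of single genes and of summed lists were compared in CPM with two-sided exact permutation tests, with 70 splits for 4 libraries against 4 and 35 for 3 against 4. The smallest p that either allows is 0.0286. Relations within the age groups were tested by permuting the libraries within each group (576 permutations). PCA was run on regularized log values from DESeq2, as in the paper's methods. Gene lists were tested with camera on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, and again with fry and with an estimated correlation. There were 16 lists: glycolysis and its forms typical of muscle and other forms, protein processing in the ER, the cell cycle, skeletal muscle, erythrocytes, fibroblasts, immune cells, basal and suprabasal keratinocytes, cytosolic ribosomal proteins, the proteasome, oxidative phosphorylation, genes encoded in mitochondria, and a list of receptor, opsin, phototransduction and synaptic adhesion genes that are scarce in epidermis. The last was written after the data were seen. The only lists that overlap are the glycolysis list and its forms. The enrichment analyses of Fig. 3C were not repeated, because their databases were not used here.

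The alternatives were RLE, upper quartile and total count normalization, no filter and a filter of 10 counts in 3 libraries, DESeq2, limma voom, a fit of only the groups compared, thinning, thresholds of 0.05 and 0.5, the replicate number as a block, and leaving out each library in turn. For PCA they were a variance-stabilizing transformation, log2 CPM, the 3963 tested genes and the 500 most variable genes. Added after the data were seen were covariates for the genes scarce in epidermis and for the skeletal muscle list, leaving out genes with over 1000 counts in any library, and limma voom without a filter.

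The procedure was tested on simulated data in which 200 genes were changed by 3 on the log2 scale. In aged against young libraries edgeR called 165 of the 170 tested changed genes and 15 unchanged genes, and in aged (Tm) against aged libraries 173 of 182 and 12. With no gene changed, edgeR called 0 genes in both comparisons, with 4.16% and 4.61% at an unadjusted p below 0.05, DESeq2 called 0 and 1, and limma voom 0 and 0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.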

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

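The tests of the ribosomal protein genes, of the collagen genes and of mmp13a, and the fits and permutations within the age groups, were chosen only after the result was seen. That the 4 genes of Fig. 5A would follow muscle genes was written down before.

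For top2b, aged replicate 3 lay far from the other aged libraries, with 156 CPM against 67.8, 77.6 and 79.7. Its gap to the nearest library was 0.865 of the group's range, above Dixon's 95% critical value for 4 libraries. This was the 1 such case in 66 groups tested, and chance gives about 1 in 20. top2b has 43 counts over the 4 aged libraries, so counting noise is large, and no other explanation was tested.

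The skeletal muscle list, which the paper does not discuss, had a mean of 49913 CPM in young (SD 33342), 16436 in aged (SD 10434) and 6022 in aged (Tm) libraries (SD 1656). The difference between aged and young was not past the exact permutation test (p = 0.0857), while camera gave a p of 1.41e-11, with 0.0329 for an estimated correlation and 0.00311 for fry. RNA from muscle next to the irradiated area may have entered the young libraries. The 4 genes of Fig. 5A followed the list over the 8 young and aged libraries (r = 0.964) and within the age groups (r = 0.940, exact permutation p = 0.0156), which is what such RNA would give. At the same CPM of the list, the age difference of their summed CPM was −0.66 (SE 0.39) on the log2 scale, against −2.33 without it. The fall of this sum with age fits RNA of muscle. Most of the sum is aldoaa, with 14390 of 18868.5 CPM in young and 3374 of 3779.5 in aged libraries. The fit and both r values therefore describe aldoaa more than the others. Taken singly with the list as a covariate, gapdh, pgam2 and eno3 stayed lower past the threshold, as given below. The 4 genes had a median log2 fold change of −3.27, the muscle list −1.26 and its 7 genes with over 1000 CPM in young −2.41 (−2.82 to −1.28). The 4 genes made up 37.1% of the CPM of the list in young and 23.5% in aged libraries (exact permutation p = 0.0571). A change of these genes in the basal layer with age beside it remains open.

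The fibroblast list, which the paper does not discuss, had a mean of 14175 CPM in young (SD 4884), 2782 in aged (SD 1230) and 1368 in aged (Tm) libraries (SD 911), with p = 0.0286 for aged against young (exact permutation test). RNA of dermal fibroblasts is a candidate source, and its most abundant genes include the collagens, with log2 fold changes of −3.67 for col1a1b and −3.39 for col1a2, the latter named after its value was seen. The other 11 tested genes of the list were also lower as a set (camera p of 0.0389, fry p of 0.0570), 8 of them with a lower value, but with a median of −0.41. Among these 11, sparc (3304 CPM in young) changed by −2.67 (SE 0.85, adjusted p = 0.253 from edgeR). The change of postnb (2012 CPM in young) was −1.94 (SE 0.80, adjusted p = 0.627 from edgeR). Whether dermal RNA or a fall of collagen expression with age accounts for the fall of the list cannot be told apart, because the rest of the list fell by less and fry did not pass.

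The gene with the largest rise among those named in aged (Tm) over aged samples, mmp13a, is not discussed by the paper. Its log2 fold change was 8.03 (SE 1.09, adjusted p = 0.000183 from edgeR), from 20 counts over the aged and 7168 over the aged (Tm) libraries, with 34.7 ± 25.8 and 6647 ± 4695 CPM. In aged (Tm) replicate 1, mmp13a had 3560 counts, above the 3473 of krt5. Where the number of UMIs per gene is limited, its CPM there is a lower bound. Over the alternatives set in advance the log2 fold change ranged from 6.73 after thinning to 8.69 without a filter, and from 7.67 to 8.83 with each library left out in turn, which argues against depth and against a single library as the cause. With the covariate for genes scarce in epidermis it was 4.80 and did not pass (adjusted p = 0.110). Over the 8 libraries without tunicamycin, the log2 CPM of mmp13a changed by −0.50 per log2 unit of the CPM of those genes (95% interval −1.62 to 0.62), where the rise would need −3.28, which argues against the share of such RNA as the whole cause. A response to tunicamycin remains open.

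Ribosomal protein genes, which the paper does not discuss, had a mean of 207403 CPM in aged (Tm) libraries (SD 43260), 101668 in aged (SD 84196) and 90570 in young libraries (SD 54474). All 73 tested genes were higher in aged (Tm) than in aged libraries, except 1 with total count normalization, 4 of 72 after thinning and all 73 with the covariate for genes scarce in epidermis. Camera gave a p of 1.12e-11, but the call did not hold with an estimated correlation (p of 0.312) or with fry (p of 0.0971). The CPM of these genes fell as that of genes scarce in epidermis rose among the 8 libraries without tunicamycin (r = −0.873, exact permutation p = 0.00501, rho = −0.929, exact permutation p = 0.00223, r = −0.860 without 2 libraries, adjusted over 57 relations 0.0143). A difference in the share of such RNA between libraries may therefore account for the rise, and a response to tunicamycin remains open.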

How the results depend on the processing

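The covariates and limma voom without a filter were tests chosen only after the result was seen. Unless a value below shows it, the cause was not tested.

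The separation of the aged (Tm) libraries on PC1 (p from 0.00606 to 0.0364), the ER list with tunicamycin (p from 7.40e-09 to 0.0348) and the glycolysis list with age (p from 2.45e-07 to 0.00716) kept their direction and side of the threshold under the alternatives set in advance. With each library left out they gave p from 0.00833 to 0.0222, from 1.86e-07 to 4.12e-05 and from 2.05e-05 to 0.0022.

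For aged against young, 28 genes became 14 with total count normalization (184 unadjusted), 78 with DESeq2, 0 with edgeR on only the groups compared (91 unadjusted, of 1520 tested, where limma voom on all libraries called 38), 8 after thinning (600 tested, so fewer genes could be called), 106 at a threshold of 0.5, 95 with the covariate for genes scarce in epidermis and 1066 with the muscle covariate. Leaving out a library gave 1 (aged replicate 4) to 32 (young replicate 3), with 9 without young replicate 2, 17 without young replicate 4, 18 without aged replicate 2 and 8 without aged replicate 3. For aged (Tm) against aged, 1534 became 134 after thinning, 3062 at 0.5, 660 with the muscle covariate and 41 with that for genes scarce in epidermis (510 unadjusted), and 714 (without aged (Tm) replicate 2) to 1844 (without young replicate 1), with 765 without aged (Tm) replicate 1. For aged (Tm) against young, 1155 became 1784 with DESeq2, 173 after thinning, 740 at 0.05, 2892 at 0.5, 327 with the muscle covariate and 220 with that for genes scarce in epidermis, and 498 (without aged (Tm) replicate 1) to 1520 (without young replicate 1), with 672 without young replicate 2 and 578 without aged (Tm) replicate 2.

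The 3 genes past the threshold in opposite directions became 17 with DESeq2, 6 with limma voom, 0 with only the groups compared by edgeR, 1 at 0.05, 39 at 0.5, 1 with the block and 157 with the muscle covariate, and 1 to 6 with a library left out: 6 without aged replicate 2, and 1 without aged replicate 1, 3 or 4, young replicate 1, 2 or 4, or aged (Tm) replicate 1. DESeq2 at 0.5, which the paper's methods give, was not run. Of the 4 genes of Fig. 5A, 3 became 0 with only the groups compared and 0 after thinning by edgeR (3 of 3 tested unadjusted in each), against 4 with DESeq2 and 2 with limma voom. Leaving out a library gave 0 (aged replicate 4, 4 unadjusted) to 3, with 1 without young replicate 2 and 1 without aged replicate 2.

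The correlation across genes, 0.294, became 0.0806 after thinning. With the aged libraries split it was 0.0947 (young against aged 1 and 2), 0.0355 (2 and 3) and reversed to −0.221 (2 and 4). Leaving out a library gave 0.129 (young replicate 4) to 0.498 (aged replicate 2), with 0.155 without young replicate 1, 0.131 without aged replicate 1 and 0.160 without aged replicate 3. The PC3 difference (exact permutation p = 0.0571) became 0.0286 with the tested genes and 0.0286 with the 500 most variable genes, and 0.0286 (without young replicate 1) to 1 (without aged (Tm) replicate 3). The cell cycle list with tunicamycin (camera p of 0.0931) became 0.0291 with fry and 0.000302 without a filter, and reversed with a p of 0.264 after thinning, where 3 genes remained to be tested. Leaving out a library gave 0.0109 (aged (Tm) replicate 1) to 0.192 (young replicate 1), with 0.0438 without aged (Tm) replicate 2.

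These log2 fold changes reversed. With age, cdk4 (0.14) was −0.12 with limma voom, −0.13 with the block, −0.52 with limma voom without a filter, and −1.22 (without aged replicate 2) to 0.55 (without aged replicate 4), with −0.048 without young replicate 3. tp63 (−0.28) was 0.20 with the covariate for genes scarce in epidermis, and −0.56 (without young replicate 3) to 0.067 (without young replicate 1), with 0.024 without aged replicate 1. hnrnpua was 0.19 after thinning, and the first dll4 gene (0.21) −0.51 (without young replicate 4) to 0.85 (without young replicate 1), with −0.16 without aged replicate 3. With tunicamycin, thinning gave −0.79 for ccng1 and −0.57 for hnrnpua. The covariate gave −0.47 for cdk4, −0.21 for cdk7, −0.38 for eif4a2, 0.17 for aldoaa and 1.46 for gapdh. gapdh was also 0.11 without a filter, 0.55 with the muscle covariate and 0.062 with limma voom without a filter. eno3 ranged from −1.53 (without aged replicate 2) to 0.10 (without aged replicate 4) over the 8 of 11 libraries left out with which it was tested. For single genes other than tp63, 1217 values kept direction and side of the threshold, 104 lost the threshold, 43 gained it and 19 reversed.

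The scaling moved the median of all genes in aged (Tm) over aged from −0.03 to 0.18 with RLE, −0.52 with upper quartile, −0.58 with the total count, 0.70 without a filter, 0.17 with the strict filter and 0.39 with DESeq2. The share of calls that were higher went with it, from 47.8% to 59.3%, 25.5%, 26.5%, 89.0%, 56.3% and 66.2%. Each change is therefore relative to the scaling.

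The replicate numbers do not pair the libraries: over 10 pairs with the same number the mean correlation of their deviations was 0.0482 (−0.509 to 0.376), and over 30 other pairs −0.0134. Thinning left 600 genes to test, and depth limits the results for ddit3, sema6dl, dll4, xbp1, edem1 and mki67, which did not pass the filter. After thinning, none of plxna2, sema3ab and slit3 was tested. The muscle covariate is counted for single genes only for the 4 genes of Fig. 5A. It, upper quartile normalization and the strict filter were not run for the lists.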

Differences from the paper's values

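In this part, the tests with limma voom without a filter and with the covariates were chosen only after the result was seen. A percentage, mean or p counts as within the paper's value at a ratio of at most 1.5, or, for a mean, within the SD. A log2 fold change counts as within it with the same sign and a difference of at most its SE here.

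For the share of variance on PC1, the paper's value is about 70% in Fig. S8B, read by eye, and the value here is 37.0%. It came within the paper's with the 3963 tested genes (56.0%) and with the 500 most variable genes (71.5%). It did not with the variance-stabilizing transformation (36.1%), log2 CPM (40.5%), thinning (42.1%) or any library left out (36.1% to 42.1%).

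For aged (Tm) over aged, log2 fold changes differ for 10 of the 11 genes of Fig. S8C, read by eye, whose values there are the paper's. They are about 4.2 in Fig. S8C against 3.17 for atf4b2, about 4.0 in Fig. S8C against 2.99 for eif4eb, about 3.4 in Fig. S8C against 2.22 for pfdn2, about 3.1 in Fig. S8C against 2.27 for hsp90b1 and about 3.1 in Fig. S8C against 1.05 for cdk4. For vcp they are about 2.6 in Fig. S8C against 1.78, for top2b about 1.9 in Fig. S8C against 1.01, for ccng1 about 1.8 in Fig. S8C against 0.87, for cdk7 about 1.8 in Fig. S8C against 0.58 and for eif4a2 about 1.7 in Fig. S8C against 0.90. Of the alternatives set before the data were examined, no filter brought 8 of the 10 within the paper's (not cdk4 or cdk7) and DESeq2, the tool of the paper's methods, 7 (not pfdn2, cdk4 or cdk7). Leaving out aged (Tm) replicate 3 brought 7 within it, leaving out aged replicate 4 brought 3, and leaving out aged replicate 3 and RLE 2 each. Limma voom, leaving out aged replicate 1 and leaving out aged (Tm) replicate 2 brought 1 each. The other normalizations, the strict filter, the fit of only the groups compared, the block, thinning and the other libraries left out brought 0. Limma voom without a filter, chosen after seeing the values, brought all 10 within it and called 5 of the 7 genes with an asterisk in Fig. 3B, without top2b and eif4a2. The covariate for genes scarce in epidermis, also chosen after seeing the values, brought 3 within it and did not call 4 genes with an asterisk that passed here, atf4b2, eif4eb, hsp90b1 and pfdn2.

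In Fig. S8C the genes lower with age are plotted on the positive side, so its values match those here only as young over aged. On that scale cdk4 is the one that differs, with the paper's value about 0.5 in Fig. S8C, read by eye, and −0.14 here. It fell within the paper's with limma voom (0.12), with the block (0.13) and without young replicate 3 (0.048), and with limma voom without a filter (0.52), chosen after seeing the values. It did not with the other alternatives set before the data were examined.

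For aldoaa, the paper's adjusted p for aged against young is about 0.040 in Fig. 5A, read by eye, and the value here is 0.279. No alternative came within the paper's value. Those set before the data were examined ranged from 0.00558 for DESeq2 to 0.999 without aged replicate 4, and the covariate for genes scarce in epidermis gave 0.00435. DESeq2, the threshold of 0.5 and the covariate for genes scarce in epidermis, chosen after seeing the values, called it. The means of Figs. 5A and S4A match those here only as counts divided by DESeq2's size factors (for aldoaa 1832 in young, 376 in aged and 225 in aged (Tm) samples), whereas their axes give CPM.

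The paper states that the genes of Fig. 3B fall with age and rise with tunicamycin. Here 9 of 10 tested genes were lower with age, 1 past the threshold (eif4a2), and 10 were higher with tunicamycin, 5 past it. cdk4 was not lower with age. DESeq2 called 3 with age (ccng1, eif4eb and eif4a2) and 8 with tunicamycin. The covariate for genes scarce in epidermis, chosen after seeing the values, called ccng1 with age. Of the 7 genes with an asterisk in Fig. 3B, top2b (adjusted p = 0.104) and eif4a2 (0.250) did not pass here. For top2b, DESeq2 gave 0.0163, RLE 0.0549 and limma voom 0.0856, and it also passed without young replicate 1, aged replicate 3 or aged (Tm) replicate 3. The gene eif4a2 passed without aged (Tm) replicate 3 (0.0611), and the threshold of 0.5 calls both genes.

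The paper describes genes of Fig. S8D as changed with age and reversed by tunicamycin. By edgeR, 0 of the 21 tested passed with age, with 5 lower and 2 higher ones at an unadjusted p below 0.05, where DESeq2 called txnipa and plxna2 and limma voom txnipa. Without aged (Tm) replicate 1, edgeR called 1 of the raised genes with age. Of the covariates, chosen after seeing the values, both called plxna2 with age, that for skeletal muscle also sema3ab, and that for genes scarce in epidermis 2 of the 18 raised genes. One of these 2 is txnipa, which passed with that covariate in both comparisons (−2.07, adjusted p = 0.00839 by edgeR, and 3.52, adjusted p = 0.0111). The gene hnrnpua did not pass with tunicamycin (adjusted p = 0.228), and did with DESeq2 (0.0444) and without aged replicate 1 or aged (Tm) replicate 3. In fits without a filter, sema6dl passed with tunicamycin by total count normalization or without aged (Tm) replicate 3, and 1 of the dll4 genes by total count normalization. The paper describes cell cycle genes as activated by tunicamycin, and that list gave a camera p of 0.0931 here. It passed with fry, with no filter, and without aged (Tm) replicate 1 or 2.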

Other observations

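The tests of PC1, of the ER list and of the 6 symbols against genes scarce in epidermis, the tests within the age groups and the test of krt5 were chosen only after the result was seen.

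Of the lists not given elsewhere, in aged against young libraries camera gave a p of 2.25e-09 for the lower forms of glycolysis genes typical of muscle (fry p of 3.1e-06), 0.880 for the other forms, 0.767 for the ER list, 0.205 for the cell cycle, 0.621 for immune cells, 0.740 for basal and 0.0655 for suprabasal keratinocytes, 0.131 for ribosomal proteins and 0.263 for the proteasome. Oxidative phosphorylation was lower (p of 0.000497), which did not hold with fry (p of 0.533), and genes encoded in mitochondria were lower (p of 0.000108, fry p of 0.0430, 0.0688 with an estimated correlation). Genes scarce in epidermis were higher (p of 0.000162, 27 of 29), which did not hold with fry (p of 0.169). The fibroblast list was lower (p of 0.000112, fry p of 0.0044). No erythrocyte gene passed the filter. In the ER list the median of 0.11 and the test differ in sign.

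In aged (Tm) against aged libraries, the glycolysis list gave a camera p of 0.0569 (higher, fry p of 0.00768), its muscle forms 0.711, its other forms 0.0104 (higher, fry p of 0.00871, 0.132 with an estimated correlation), skeletal muscle 0.000885 (lower, fry p of 0.0256), fibroblasts 0.0398 (lower, fry p of 0.0379), immune cells 0.978, basal keratinocytes 0.641 and suprabasal keratinocytes 0.0431 (higher, fry p of 0.0625). The summed CPM of basal keratinocytes was 32072 in aged and 18063 in aged (Tm) libraries (exact permutation p = 0.0286). Most of this sum in aged libraries may be krt5, with a mean of 24614 CPM there and 9059 in aged (Tm) libraries. Counts of krt5 stayed close to 1 value across depths, as described below. The fall of the sum may therefore come from that limit in deeper libraries and does not show a loss of basal keratinocyte RNA. For suprabasal keratinocytes the summed CPM was 24165 and 16269 (exact permutation p = 0.286), against the direction of camera. By camera, the proteasome was higher (p of 2.77e-08, 27 of 28, fry p of 0.00061), as was oxidative phosphorylation (p of 2.23e-11, fry p of 0.0327, 0.211 with an estimated correlation). Genes encoded in mitochondria gave 0.0617, and genes scarce in epidermis were lower (p of 5.76e-08, 0 of 29 higher, fry p of 0.00513, 0.108 with an estimated correlation).

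PC1 followed the log2 CPM of genes scarce in epidermis over the 8 libraries without tunicamycin (r = 0.990), also with those genes left out of the PCA (r = 0.990). A varying share of such RNA may therefore order the libraries on PC1 beside the treatment. Over the same 8 libraries, PC1 also followed the log2 of the genes detected after thinning (r = 0.947), of the ribosomal protein CPM (r = −0.900) and of the total counts (r = −0.765). The share of such RNA and library depth are therefore not told apart on PC1. The origin of such RNA, from other cells or from a background in the amplification, was not tested, and tunicamycin remains an open explanation for the place of the aged (Tm) libraries. For the ER list, the share of such RNA is argued against as the whole cause of the rise. Over the same 8 libraries, the log2 summed CPM of its 32 tested genes changed by −0.23 per log2 unit of the CPM of genes scarce in epidermis (95% interval −0.40 to −0.055), where the rise would need −0.65. With TMM scaling it changed by −0.48 (−0.68 to −0.28), where −0.84 would be needed. The log2 summed CPM of all genes of the list changed by 0.024 (−0.14 to 0.19), where −0.46 would be needed. For the tested genes, a part of the rise may come from that share. Their mean log2 CPM, to which genes with few counts add much noise, does not decide (−0.80 to −0.13, with −0.69 needed). With the CPM of genes scarce in epidermis as a covariate the list was higher by camera (p of 0.00414) and did not pass with fry (p of 0.124). A response to tunicamycin stays open for the ER list in these libraries. Apart from them, the paper reports that tunicamycin raised the mRNA of xbp1s, hspa5 and hsp90b1 in aged skin. The 6 symbols plxna2, sema6dl, sema3ab, dll4, slit3 and srgap3 followed the genes scarce in epidermis with r = 0.789 (exact permutation p = 0.0205), with rho = 0.619 (exact permutation p = 0.115) and r = 0.414 without the 2 libraries farthest from the median. Within the age groups r was 0.892 (exact permutation p = 0.0122). At the same CPM of genes scarce in epidermis, the age difference of the 6 symbols was 0.98 (SE 0.21) against 1.33 without it. The paper chose these genes for their difference on these samples, so what is left of it does not decide, and the share of such RNA and a change with age cannot be told apart for them.

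For the 4 genes of Fig. 5A, library depth is argued against, since their counts after thinning were 670 ± 444 in young and 132 ± 89.2 in aged libraries (exact permutation p = 0.0286). With the CPM of the muscle list as a covariate, gapdh (−1.84, adjusted p = 0.0260), pgam2 (−2.36, 0.0271) and eno3 (−3.05, 0.0347) passed the edgeR threshold and aldoaa (−1.03, 0.179) did not. In that fit, 1066 of all genes tested passed with age, among them 5 of the 18 tested muscle genes. Of these 5, 4 were lower and 1 was higher in aged libraries. With so many genes past the threshold, they do not show whether the covariate removed muscle RNA in full. The passes of gapdh, pgam2 and eno3 therefore do not decide whether muscle RNA accounts for their fall.

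By edgeR, the share of calls higher with tunicamycin was 47.8% in the main fit and went both ways with the settings. It was 89.0% without a filter, 59.3% with RLE and 56.3% with the strict filter. With upper quartile it was 25.5% and with the total count 26.5%. By DESeq2, more genes were higher than lower (66.2%). After thinning, 32.9% of DESeq2's 149 calls were higher, so a difference in depth may account for that excess. The 50 most counted genes took 24.2% of the counts in aged and 24.5% in aged (Tm) libraries (exact permutation p = 0.857). Without genes over 1000 counts 50.4% of edgeR's calls were higher, where the main fit had no excess to remove. A few abundant genes and the treatment therefore cannot be told apart.

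With the aged libraries split so that the comparisons share none, the correlation of the changes had a mean of 0.131 over 6 splits, 5 of them above 0 (−0.221 to 0.341). In 20 simulations of unchanged groups that share the aged libraries, r was 0.449 to 0.499. Sharing can therefore give an r at least as high as the 0.294, which does not argue for opposite changes. The simulations changed no gene with tunicamycin and drew each gene independently, so what sharing alone gives in these data is not known. At most 1 gene passed the threshold in opposite directions in a simulation, against 3 in the data. The splits leave 2 aged libraries each and go both ways, so that sharing and opposite changes cannot be told apart by them. For aged against young, 2 of 35 splits of the libraries gave at least as many genes as the real one, with 577 in another split, so chance is not excluded. For aged (Tm) against aged, 1 of 35 did, the real one, which is 2.86%, the smallest share that 35 splits allow. The next split gave 1433 genes and placed aged replicate 2 with the 3 aged (Tm) libraries. The number of calls therefore sets the real grouping only a little apart from that one. The groups did not overlap in CPM for 145 of 3963 genes in the first (chance gives 2.86%) and 1431 in the second comparison (chance gives 5.71%).

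In the 8 libraries with over 100000 counts, krt5 counts lay between 3473 and 4337, a ratio of 1.25, while the totals differed by a ratio of 6.60 and the next 50 genes had ratios of 2.32 to 20.7. A limited number of UMIs per gene is a candidate explanation. UMIs of 6 bases would give 4096, which the highest count exceeded by 5.88%, but the length is not stated. No biological explanation was tested for it, and CPM of the most abundant genes is a lower bound where such a limit holds.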
